# Integrative Analysis of DNA Methylation and Gene Expression Data Identifies *EPAS1* as a Key Regulator of COPD

**DOI:** 10.1371/journal.pgen.1004898

**Published:** 2015-01-08

**Authors:** Seungyeul Yoo, Sachiko Takikawa, Patrick Geraghty, Carmen Argmann, Joshua Campbell, Luan Lin, Tao Huang, Zhidong Tu, Robert Feronjy, Avrum Spira, Eric E. Schadt, Charles A. Powell, Jun Zhu

## Abstract

Chronic Obstructive Pulmonary Disease (COPD) is a complex disease. Genetic, epigenetic, and environmental factors are known to contribute to COPD risk and disease progression. Therefore we developed a systematic approach to identify key regulators of COPD that integrates genome-wide DNA methylation, gene expression, and phenotype data in lung tissue from COPD and control samples. Our integrative analysis identified 126 key regulators of COPD. We identified *EPAS1* as the only key regulator whose downstream genes significantly overlapped with multiple genes sets associated with COPD disease severity. *EPAS1* is distinct in comparison with other key regulators in terms of methylation profile and downstream target genes. Genes predicted to be regulated by *EPAS1* were enriched for biological processes including signaling, cell communications, and system development. We confirmed that EPAS1 protein levels are lower in human COPD lung tissue compared to non-disease controls and that *Epas1* gene expression is reduced in mice chronically exposed to cigarette smoke. As *EPAS1* downstream genes were significantly enriched for hypoxia responsive genes in endothelial cells, we tested *EPAS1* function in human endothelial cells. *EPAS1* knockdown by siRNA in endothelial cells impacted genes that significantly overlapped with *EPAS1* downstream genes in lung tissue including hypoxia responsive genes, and genes associated with emphysema severity. Our first integrative analysis of genome-wide DNA methylation and gene expression profiles illustrates that not only does DNA methylation play a ‘causal’ role in the molecular pathophysiology of COPD, but it can be leveraged to directly identify novel key mediators of this pathophysiology.

## Author Summary

Chronic Obstructive Pulmonary Disease (COPD) is a common lung disease. It is the fourth leading cause of death in the world and is expected to be the third by 2020. COPD is a heterogeneous and complex disease consisting of obstruction in the small airways, emphysema, and chronic bronchitis. COPD is generally caused by exposure to noxious particles or gases, most commonly from cigarette smoking. However, only 20–25% of smokers develop clinically significant airflow obstruction. Smoking is known to cause epigenetic changes in lung tissues. Thus, genetics, epigenetic, and their interaction with environmental factors play an important role in COPD pathogenesis and progression. Currently, there are no therapeutics that can reverse COPD progression. In order to identify new targets that may lead to the development of therapeutics for curing COPD, we developed a systematic approach to identify key regulators of COPD that integrates genome-wide DNA methylation, gene expression, and phenotype data in lung tissue from COPD and control samples. Our integrative analysis identified 126 key regulators of COPD. We identified *EPAS1* as the only key regulator whose downstream genes significantly overlapped with multiple genes sets associated with COPD disease severity.

## Introduction

Chronic Obstructive Pulmonary Disease (COPD) is a common lung disease. It is the fourth leading cause of death in the world and is expected to be the third by 2020 [1]. COPD is a heterogeneous and complex disease consisting of obstruction in the small airways, emphysema, and chronic bronchitis [2]. Patients with COPD generally have an increased level of systemic inflammation and progressive loss of lung function by irreversible airflow limitations [3]. COPD is generally caused by exposure to noxious particles or gases, most commonly from cigarette smoking [4]–[6]. However, only 20–25% of smokers develop clinically significant airflow obstruction [7], which suggests that inter-individual differences related in part to genetic susceptibility play an important role in modifying the risk of disease in individuals [8].

Genome-wide association studies (GWAS) have recently identified several risk loci for COPD and/or smoking associated genes [4], [9]–[13]. While these studies have provided an initial look into the genetic architecture of COPD, they have been limited by size, by heterogeneity of disease phenotype, and by potential confounders relating to the amount of cigarette smoking. The smaller genetic variance component for COPD identified to date could be due to environmental factors and/or epigenetic regulation. Indeed, epigenetic changes are a factor in many diseases, including many different types of cancer [14]. In the lung DNA methylation is an important factor for normal lung function [15], and several studies have recently confirmed that DNA methylation is significantly associated with lung cancer [16]–[18]. Moreover, smoking, which is one of the major risk factors of COPD, is considered as one of important modifiers of DNA methylation [19], [20] and it is also known to cause epigenetic changes in lung tissue [21], [22]. Therefore, understanding the transcriptional regulation by epigenetic factors such as DNA methylation may shed light on understanding the biological processes associated with COPD susceptibility, severity, and COPD comorbidities such as lung cancer. Recently, DNA methylation is shown to be associated with COPD and lung function, suggesting that genetic and epigenetic pathways may contribute to COPD [23], [24]. While previous studies have provided potentially important CpG loci associated with COPD, they have not yet clarified the role variations in methylation play in regulating global gene expression and the biological consequences of such regulation.

In this study we present a novel systematic approach for identifying key regulators in COPD by integrating functional genomic, epigenetic data, and higher order phenotypic data. We studied 100 COPD and 52 control (CTRL) lung samples to investigate the relationship between methylation status of DNA and expression level of a gene either in close (*cis*) or far (*trans*) proximity to the methylated site. The primary focus of this study is not only to identify those regions that are differentially methylated between COPD cases and controls, but to resolve the gene expression changes that follow as a result of these differentially methylated regions and the biological consequences that these regulatory changes induce with respect to disease development or progression. Our integrative analysis of DNA methylation and gene expression validates the importance of DNA methylation in COPD and enables the direct identification of novel key regulators modulated by epigenetic changes in this multifactorial, systematic disease. When comparing downstream genes controlled by the key regulators with gene sets related to COPD disease severity, we identified *EPAS1* as the only key regulator whose downstream genes significantly overlapped with multiple gene sets related to COPD. We further show that EPAS1 protein levels are lower in lung tissues of COPD patients. *Epas1* is down-regulated transcriptionally by chronic smoke exposure in mice, and the *EPAS1* knockdown signature in human endothelial cells significantly overlaps with our predicted *EPAS1* downstream genes. These data combined suggest that our systematic approach can provide important insights into understanding the mechanisms underlying epigenetic regulation, via DNA methylation, that in turn alters transcriptional programs that lead to COPD pathogenesis and progression.

## Results

Both genome-wide DNA methylation and gene expression profiles of 62 non-COPD controls (CTRL) and 148 COPD lung samples were obtained from the collaborative project, Lung Genomics Research Consortium (LGRC). To carry out an integrative analysis, we required that methylation and gene expression data were properly aligned. Therefore, we developed a multi-omic data alignment procedure to iteratively match methylation and gene expression profiles within each individual in the study [25]. Samples that could not be ambiguously matched were filtered out, leaving a final dataset for analysis consisting of 52 CTRL and 100 COPD sample pairs. Demographic characteristics of these samples are listed in S1 Table. After quality checks of methylation intensity, 1.7 M and 1.78 M methyl probes for CTRL and COPD samples, respectively, were retained for further analysis (S2 Table). We further selected common methyl probes in the CTRL and COPD groups within promoter regions and/or CpG islands. The expression data for these groups was comprised of 15,261 mRNA probes (see Methods for details), with each methyl probe mapped to the closest genes corresponding to the mRNA probes (described in Methods). A total of 658,108 methyl probes were located in promoter regions of these mRNA probes and were considered in all future analyses.

### Differentially methylated CpG islands and differentially expressed genes are associated

Prior to integrating the molecular traits, we first characterized the differentially expressed and methylated genes between the COPD and CTRL groups. We identified 1,594 genes as differentially expressed between the COPD and CTRL groups (t-test p-value<0.01, corresponding to a false discovery rate, or FDR, of 0.09 based on permutation tests). We also identified 92,606 methylation probes corresponding to 8,848 genes that were differentially methylated between the COPD and CTRL groups (t-test p-value<0.01, FDR = 0.06 based on permutation tests). There are 990 genes overlapping the set of differentially methylated and expressed genes (Fisher's exact test p-value = 0.009). Given methylation data are known to be noisy [26], [27], we focused on methyl probes located in CpG island defined by a hierarchical hidden Markov model [28], resulting in 26,143 differentially methylated probes corresponding to 6,416 genes for further analyses. Among them, 704 genes overlapped with differentially expressed genes (Fisher's exact test p-value = 6.6×10^−6^). Additional constraints could be applied to further enrich for biologically relevant methylation, such as 1) self-consistent methyl probes (at least two methyl probes differentially methylated for a single gene), and 2) methyl probes close to transcription start sites (<1 kb). These filters were potentially useful for enriching for genes that are both differentially methylated and expressed (S3 Table), but were not used in the analysis because they were too stringent, resulting in smaller signature sizes.

In general, when DNA methylation levels of methyl probes in CpG islands for COPD were compared with those of CTRL samples, the COPD samples were predominantly hypermethylated (S1A Fig.). Results based on probe-by-probe comparison also showed that CpG islands were more likely to be hypermethylated than hypomethylated in lung tissues of COPD patients (S4 Table). However, when comparing non-CpG island methyl probes, the pattern was very different and the numbers of hyper- and hypo- methylated probes were evenly distributed (S1B Fig. and S4 Table). This different pattern suggested there was no global methylation level difference between COPD and CTRL samples. The main difference between them was methylation levels of CpG islands, suggesting biological importance of methylation of CpG islands in transcription regulation. The hypermethylation pattern in CpG islands was observed in a lung cancer study [16]. Recently, Vucic *et al.* reported that DNA methylation levels in COPD were different from ones in CTRL samples and 90% of differentially methylated CpG island probes were hypermethylated in small airways epithelium cells from COPD patients [24]. The differentially methylated or differentially expressed genes were not associated with potential biological subtypes in the samples (S1 Text). These results suggest that there were significant differences in methylation levels between the CTRL and COPD groups and, hence, these differences may be involved in epigenetic regulations causing pathogenesis and progression of COPD.

### Both differentially methylated and expressed genes are related to lung function

Of the 704 differentially methylated genes within CpG islands that are also differentially expressed between the CTRL and COPD groups, most (696 out of 704) were hypermethylated in COPD, whereas only about half of the corresponding gene expression levels (for 378 genes) were downregulated (S5 Table). The remaining 318 genes were upregulated even when their promoter regions were hypermethylated. While this pattern does not match the expected classical inverse relationship between DNA methylation and gene expression levels, a number of studies have shown that the DNA methylation – gene expression relationship may be more complicated [29]–[31]. While promoter methylation most often leads to gene silencing, DNA methylation of promoter regions, in some cases, can be associated with transcription activation; for example through blocking repressor proteins binding to the promoter region [32], [33]. Vucic *et al.* also shows that methylation levels of many genes were positively associated with gene expression levels when comparing small airways epithelium cells of non-COPD controls and COPD patients [24].

Genes that are hypermethylated and downregulated in COPD, including genes related to lung function, such as *EP300, EPAS1, FOXF1, FOXA2, KDR, LAMA5, SHH, NKX2-1, VEGFA, FZD1, NUMB*, and *PKDCC* [34]–[37], are enriched for GO biological processes (S6 Table) such as regulation of cell communication (p-value = 1.98×10^−8^), regulation of multicellular organismal development (p-value = 2.13×10^−7^), and tissue morphogenesis (p-value = 4.43×10^−7^). The other set of genes that are hypermethylated and upregulated in COPD are enriched for a number of GO categories as well, including co-translational protein targeting to membrane (p-value = 2.27×10^−13^), protein targeting to ER (p-value = 3.07×10^−12^), translational initiation (p-value = 5.34×10^−9^), translational termination (p-value = 1.23×10^−8^), and cellular protein complex disassembly (p-value = 1.06×10^−6^) (S7 Table). These results indicate that both epigenetic and transcriptional regulations contribute to COPD pathogenesis. Hence, knowing the causal relationship between DNA methylation and gene expression is critical to understand the complex and systematic molecular underpinnings of COPD.

### The relationships between gene expression and DNA methylation levels are different in the COPD and CTRL groups

While CpG islands in COPD are hypermethylated in general, variations in the expression levels of individual genes are mainly influenced by cis-acting methylation levels in a given gene's promoter region [38], [39]. The association of DNA methylation and gene expression was computed in a non-parametric fashion using Spearman correlation statistics [40]. *Cis* regulation was defined as significant correlation between the expression levels of a gene and methylation levels in the promoter region of the gene (Fig. 1A). DNA methylation levels in the promoter region of a gene may also influence the expression of genes that are distal to the given promoter region (*trans* regulation described in Fig. 1B) [41], [42]. At Spearman correlation p-value<0.01, we identified 7,353 and 2,825 *cis* regulated methylation-mRNA probe pairs for COPD and CTRL, respectively. The corresponding *cis* regulated genes significantly overlapped with the 704 differentially methylated and differentially expressed gene set above (Fisher Exact Test p-values = 

 and 

 for COPD and CTRL, respectively). We also identified 8,335,177 and 1,338,232 *trans* methylation-mRNA probe pairs at p-value <

 (FDRs = 0.04 and 0.2) for COPD and CTRL, respectively. There were 859,430 and 52,033 *trans* methyl-mRNA probes pairs in COPD and CTRL where a genes's methylation *cis* regulates its own expression and *trans* regulates other genes' expression. These pairs were subjected to the causality test below. While the differences in the numbers of *cis* and *trans* pairs in the CTRL and COPD groups may be at least partially due to power differences (52 versus 100 sample pairs in CTRL and COPD, respectively), we observed similar differences after constraining each group to have the same number of samples (S2 Fig.). There are 218 *cis* pairs in common between the CTRL and COPD groups, a statistically significant enrichment (Fisher's exact test p-value = 1.6×10^−7^). However, there are only 171 *trans* pairs shared between the CTRL and COPD groups (Fisher's exact test p-value = 1). Therefore, the relationships between gene expression and DNA methylation are likely different between the COPD and non-disease CTRL groups.

**Figure 1:**
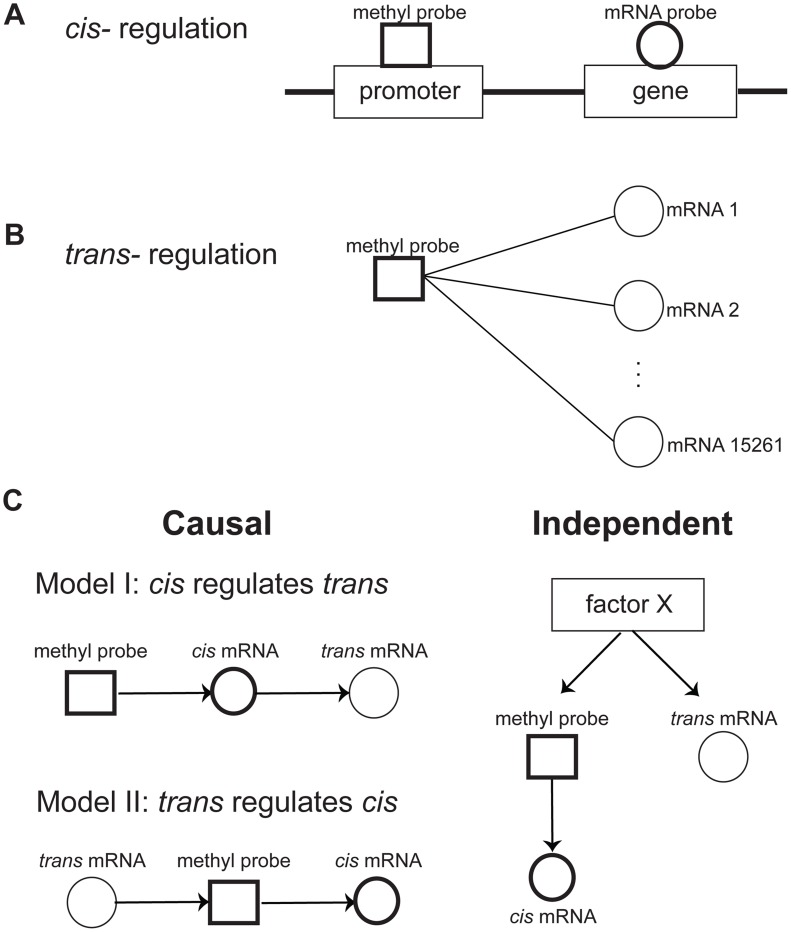
Relationships between DNA methylation and gene expression. **A**) *Cis* regulation was defined by the correlation of the methylation level at the promoter region of a gene with expression level of the gene. **B**) *Trans* regulation was defined by the correlation of a methylation level at the promoter region of a gene with expression level of other genes. **C**) Potential relationships between *cis* and *trans* regulations. There are two potential causal mechanisms of *cis* and *trans* connections: Model I, where the methylation level regulates *trans* gene expression via the *cis* gene expression, and Model II, where *Trans* gene expression regulates the *cis* gene via controlling its methylation level. It is also possible that *cis* and *trans* connections are independently regulated by a factor X.

### Methylation variation is generally causal for *trans* gene expression

While it is reasonable to assume that methylation variation in the promoter region of a gene is causal for changes in the gene's expression (*cis* regulation), changes in gene expression may also be causal for methylation changes via *trans* regulations that can affect processes such as the transfer of methyl groups [43], [44]. These can be represented as two possible causal models of *cis* and *trans* regulation (shown in Fig. 1C): in model I, the expression of a *trans* gene is regulated by gene expression that is *cis* modulated by variations of the methylation levels in the corresponding gene's promoter region; and model II, the methylation levels for a gene in *cis* is regulated by the expression level of a gene in *trans*. In addition to these causal relationships, the *cis* and *trans* regulation can be independent, regulated by an unknown factor X (model III). To infer the causal relationship between gene expression and methylation variations, we developed a causality test similar to previously developed causality tests [45]–[47] (see Methods for details). By applying the causality test, we identified 30,177 *trans* pairs in the CTRL group (FDR = 0.03) and 362,095 *trans* pairs in the COPD group (FDR = 0.0014) whose methylation levels likely regulated the expression of *trans* genes (Fig. 2A and 2B). For all of these *trans* pairs, the strong correlation between methylation and *trans* gene expression was predicted by our modeling to be mediated by the expression levels of the *cis* gene (Model I in Fig. 1C). Of the putative causal relationships identified by our approach, only 1,241 and 19,173 *trans* gene-methylation pairs identified in the CTRL and COPD groups, respectively, were of the Model II type (Fig. 1C) in which *trans* gene's expression → methylation in *cis* gene → *cis* gene's expression (Fig. 2C and 2D). These results indicate that the association between *trans* gene expression and methylation in a *cis* gene, is overwhelmingly driven by changes in *cis* gene expression which is regulated by methylation changes in the *cis* gene.

**Figure 2:**
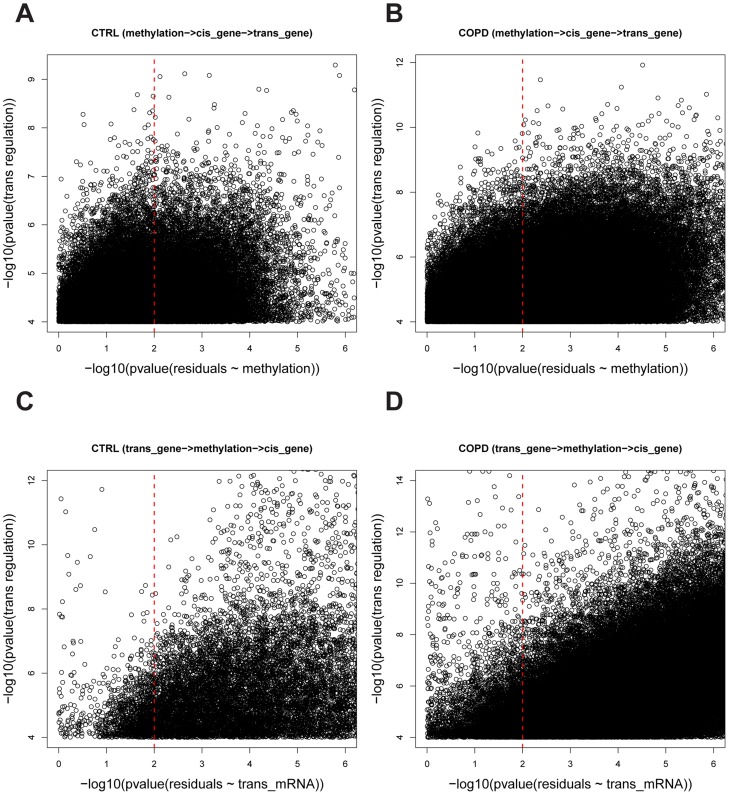
The causality test of *trans* methyl-mRNA pairs. **A**) and **B**) are causality test results for the causal model whereby methylation regulates *trans* gene expression (methylation 

→ *cis* gene expression 

→*trans* gene expression

) in control and COPD data sets, respectively. The Y-axis is the –log10 of the p-values for the Spearman correlation between 

 and 

 and the X-axis is –log10 of the p-values for the Spearman correlation between 

 and 

. A causal relationship (methylation

 → *cis* gene expression 

→*trans* gene expression

) was defined if the p-value of 

 was <0.0001 and the p-value of 

was>0.01 (see Methods for details). A total of 30,177 and 362,095 causal pairs were inferred in control and COPD samples, respectively. **C**) and **D**) are the causality test results for the causal model whereby *trans* gene expression regulates methylation variation (*trans* gene expression

→methylation

 → *cis* gene expression

) in control and COPD data sets, respectively. The Y-axis is the –log10 of the p-values for the Spearman correlation 

and the X-axis is –log10 of the p-values for the Spearman correlation 

. A causal relationship (*trans* gene expression

→methylation

→ *cis* gene expression

) was defined if the p-value of 

was <0.0001 and the p-value of 

 was>0.01 (see Methods for details). A total of 1,241 and 19,173 causal pairs were inferred in control and COPD, respectively.

### Key regulators in CTRL and COPD lung

We next assessed whether there were any epigenetic hotspots in which the expression levels of many genes in *trans* varied as a consequence of a single *cis* gene whose expression levels were altered by methylation events in *cis*. Such *cis* genes can be considered as key regulator genes. Towards this end we characterized the number of trans genes causally associated with *cis* genes as determined by the causality test above and found that the numbers of *cis* genes and their causally regulated *trans* genes follow a scale-free distribution (Fig. 3; linear in the log-log plot). That is, most *cis* genes regulate a small number of *trans* genes, but there are a few *cis* genes that regulate a large number of *trans* genes as downstream targets. We defined key regulators as genes whose number of downstream targets is larger than the mean plus two standard deviations across all *cis* genes. Given this definition, we identified 67 genes as key regulators in the CTRL group and 126 in the COPD group (S8–S9 Tables). These key regulators influence a significant number of downstream genes. There are 6 regulators in common between the CTRL and COPD groups: *FOXK2*, *HEATR2*, *EPAS1*, *PLXNB2*, *GAK*, and *YOD1*. However, only a small portion of their downstream target genes is shared, with the biological enrichments revealed by these downstream targets are different between the CTRL and COPD groups. These results suggest that epigenetic regulation of gene expression mediated by DNA methylation has different biological consequences between the COPD and CTRL groups. More detailed analyses of these key regulators in terms of methylation patterns, downstream targets, and their regulated biological processes are presented in the S1 Text. In summary, we reveal that multiple key regulators target similar sets of genes indicating that the epigenetic control of gene expression by methylation is seemingly complex (S3–S4 Fig.). The patterns were similar if more stringent definition (the number of downstream targets> the mean plus 3 standard deviations) of key regulator was used (S5 Fig.). There were multiple key regulators in COPD regulating genes involved in metabolic processes and immune response, which are processes known to be involved in COPD pathogenesis and progression.

**Figure 3:**
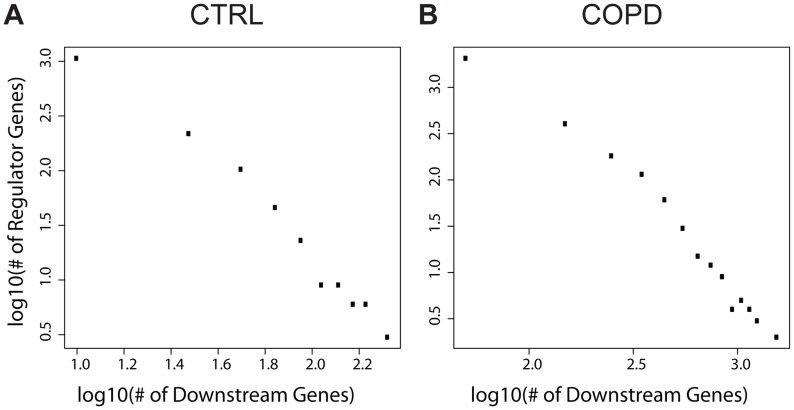
The numbers of downstream genes regulated by DNA methylation level variation follow a scale-free distribution (a linear relationship in log-log plots). **A**) The numbers in control; **B**) The numbers in COPD.

### *EPAS1* is the only key regulator consistently associated with multiple COPD disease severity traits

To further investigate key regulators in COPD development and progression we compared the expression levels of the key regulators and their downstream genes with genes associated with COPD disease severity related clinical features. Five COPD related severity measures were available in the LGRC data set, including DLCO (**D**iffusing capacity of the **L**ung for **C**arbon **M**onoxide) [48], BODE (**B**ody mass index, airflow **O**bstruction, **D**yspnea and **E**xercise capacity) index [49], FEV1 (**F**orced **E**xpiratory **V**olume) percentage predicted [50], FEV1/FVC (**F**orced **V**ital **C**apacity) ratio, and emphysema percentage. DLCO, FEV1 percentage predicted, and FEV1/FVC ratio decrease as COPD severity increases, while BODE index and emphysema percentage increase with disease severity.

At p-value<0.05, methylation levels of the promoter regions of 3 of the 126 key regulators in COPD groups, *ACSF3*, *SELO*, and *EPAS1*, significantly correlated with all 5 disease severity phenotypes (Fig. 4A; S10 Table). At p-value<0.01, we identified 572 expression traits in the COPD group as significantly correlated with DLCO (FDR = 0.24), 1164 genes with BODE (FDR = 0.12), 545 genes with FEV1 percentage predicted (FDR = 0.27), 333 genes with FEV1/FVC (FDR = 0.40), and 1702 genes with emphysema percentage (FDR = 0.09). There was no key regulator gene whose expression levels consistently correlated with all 5 COPD severity phenotypes. Therefore, to strengthen the association between key regulators and COPD, we compared the disease phenotype gene expression signature sets with each of the key regulator's downstream targets (Fig. 4B; S11 Table). Of the 126 key regulator genes, *EPAS1* was the only gene whose downstream genes were significantly overlapping with all disease phenotype gene expression signature sets (Fig. 4B).

**Figure 4:**
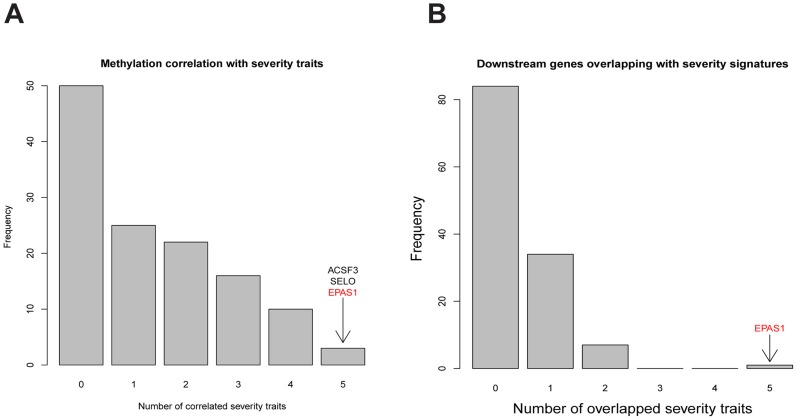
Comparing characteristics of key regulators with 5 COPD severity related traits in LGRC. **A**) Comparing lung DNA methylation profiles of key regulators with 5 COPD severity related traits by Spearman correlation. At the Fisher's exact test p-value <0.05, the DNA methylation level variations of 3 key regulators, *ACSF3*, *SELO*, and *EPAS1*, were correlated with all 5 COPD severity related traits. **B**) Comparing downstream genes of key regulators with gene signature sets for 5 COPD severity related traits by the hypergeometric test. At the Fisher’s exact test p-value<0.05, only the key regulator *EPAS1*'s downstream genes significantly overlapped with gene signature sets for all 5 COPD severity related traits.

We further compared the downstream genes of key regulators in COPD with known COPD signatures. Recently, Campbell *et al.* reported a set of 127 genes whose expression levels were significantly associated with regional emphysema severity in a mouse model [51]. Our human mRNA dataset includes 104 orthologous genes out of these 127 mouse emphysema severity associated genes. When directly comparing the emphysema associated genes in mouse and our emphysema percentage related genes in human, only 10 of them overlap (Fisher's exact test p-value = 0.76). When comparing these 104 genes to the downstream target genes of all key regulators in COPD, only the downstream genes of *EPAS1* significantly overlap with this emphysema severity associated gene set (S12 Table); *EPAS1* itself is one of the emphysema severity associated genes in mouse. Among the 104 emphysema severity associated genes in mouse, 30 of them overlap with the downstream genes regulated by *EPAS1* (p-value = 5.1×10^−15^). Expression levels of 4 of the 30 overlapping genes are positively correlated with *EPAS1* methylation levels indicating that their expression levels increase as emphysema severity increases. One of the four genes, *CD79B,* was positively correlated with *EPAS1* methylation levels, which is consistent with previous reports that B cell abundance increases as emphysema severity increases [51], [52]. Expression levels of the remaining 26 genes are anti-correlated with *EPAS1* methylation levels; their expression levels are expected to decrease as emphysema severity increases. For example, gene expression levels of members of the TGF-beta pathway such as *ACVRL1* are inversely correlated with *EPAS1* methylation levels. This observation agrees with previous reports in which *TGFBR2* was shown to be down regulated in regions of severe emphysema [53].

### *EPAS1* regulates a unique and significant set of downstream genes in COPD

*EPAS1*'s methylation profile and its downstream genes are distinct from ones of other regulators (S4 Fig.). Only 6% of downstream targets of the key regulator *GAK*, which regulated the largest number of downstream target genes, overlapped with the *EPAS1* downstream target genes (Fisher's exact test p-value = 1). *EPAS1* downstream target genes are enriched for multiple GO biological processes (S13 Fig.) including anatomical structure formation involved in morphogenesis (p-value = 1.17×10^−6^), adherens junction assembly (p-value = 3.53×10^−6^), locomotion (p-value = 5.92×10^−6^), angiogenesis (p-value = 1.22×10^−5^), and cell division (p-value = 1.52×10^−5^). *EPAS1* is differentially expressed and methylated between the CTRL and COPD groups (S6 Fig.). The putative causal relationships identified between *EPAS1* and *trans* genes associated with methylation changes in the *EPAS1* promoter region, the association of *EPAS1* with COPD severity measures, and its differences between the CTRL and COPD groups indicate that *EPAS1* is a putative key causal regulator of multiple COPD severity phenotypes in human and emphysema severity associated genes in mouse.

### *EPAS1* downstream genes overlap with hypoxia responsive genes in pulmonary artery endothelial cells

*EPAS1* is a hypoxia-responsive transcription factor and is also known as Hypoxia-inducible Factor 2 alpha (HIF2α) [54], . It is regulated by oxygen through enzymatic post-translational hydroxylation of the α subunit [56]. With a sufficient supply of oxygen, HIF genes are degraded. But under hypoxic conditions, HIF genes bind directly to DNA and enhance transcription of target genes [57], [58]. While several studies have revealed that HIF2α has been implicated in cancer [59]–[62], the specific physiological functions of *EPAS1* are not yet fully understood. There have been several studies regarding hypoxic response genes in different tissues including breast, kidney, head and neck, and lung [63]–[67]. From these data we found that our predicted *EPAS1* downstream target genes significantly overlapped with HIF regulated genes only in primary human pulmonary artery endothelial cells (Fisher's exact test p-value = 0.004) [63], but not with the other hypoxia signatures defined in other tissues such as breast cancer, head and neck cancer, and normal kidney (p-values = 0.74, 0.24, and 0.15, respectively). These results suggest that the regulation of hypoxia responsive genes by *EPAS1* may be a unique characteristic of COPD lung samples. In addition to directly binding to HIF response elements, *EPAS1* may regulate downstream gene expression by regulating or interacting with other transcription factors such as *AREB6*/*ZEB1* or miRNAs (see S1 Text).

### EPAS1 protein abundance is lower in lung tissues of COPD patients

*EPAS1* expression levels are lower in COPD lung tissue compared to CTRL lung (S6A Fig.). To test whether EPAS1 protein abundance concordantly changes with *EPAS1* gene expression levels in lung tissues of COPD patients, we stained lung tissue blocks from 5 COPD patients and 4 non-COPD patients using a polyclonal anti-EPAS1 antibody (NB10-122; Novus Biologicals, CO, USA) and categorized EPAS1 abundance. All 4 slides from non-COPD patients contained high levels of EPAS1, and 3 of 5 slides from the COPD patients contained low levels of EPAS1 as shown in S7 Fig., so that a statistically significant difference in EPAS1 protein levels was observed between the two groups (p-value = 0.03). The difference was similar for endothelial cells (EPAS1 high in 4 of 4 non-COPD samples and low in 3 of 5 COPD samples) and alveolar (EPAS1 high in 4 of 4 non-COPD samples and low in 3 of 5 COPD samples) cells.

### *EPAS1* expression levels are lower in lung tissue of mice chronically exposed to smoking

The *EPAS1* target genes we predicted significantly overlap with genes associated with emphysema caused by smoking in mouse, as indicated above. To investigate whether *EPAS1* expression levels change when mice start to develop emphysema after chronic smoking exposure, we checked *Epas1* expression levels in two different chronic smoking mouse models using C57BL/6J and A/J mice. C57BL/6J mice start to develop emphysema after 6 month exposure to chronic smoking [68] while A/J mice start to develop emphysema after only 2 months of exposure to chronic smoking [69]. *Epas1* expression levels in smoking mice (6 months of smoking for C57BL/6J and 2 month for A/J) are significantly lower than levels in corresponding age-matched non-smoking mice (Fig. 5, p-value of the t-test = 0.009 and 0.007 for the C57BL/6J and A/J models, respectively). We also checked the *Epas1* downstream target gene vascular endothelial growth factor (*Vegfa*), given it is also a hypoxia responsive gene. Smoke exposed mice had lower amount of *Vegfa* expression as well (Fig. 5, p-value of the t-test = 4.0×10^−7^ and 0.01 for the C57BL/6J and A/J smoking models, respectively), which suggests that *Epas1* downstream target genes were down regulated in the smoke exposed mice at the time when emphysema develops in these models. These results are consistent with our causal predictions relating to *EPAS1.*

**Figure 5:**
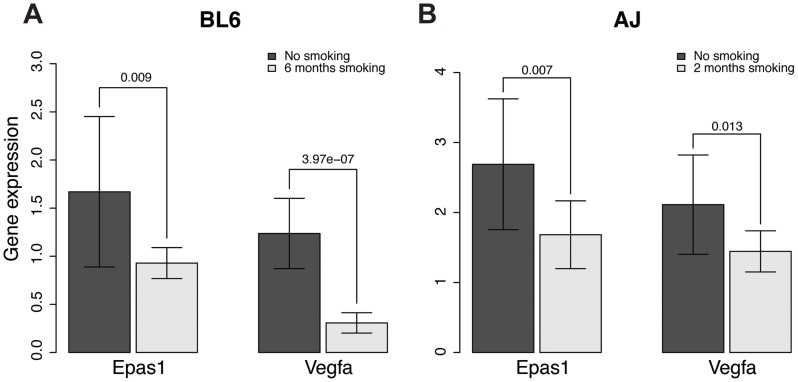
Gene expression levels of *Epas1* and *Vegfa* were lower in chronic smoking mice than non-smoking age-matched mice at the time when COPD develops in different mouse models. **A**) Gene expression levels of *Epas1* and *Vegfa* in C57BL/6J mice that develop COPD after 6 months chronic exposure to cigarette smoke. **B**) Gene expression levels of *Epas1* and *Vegfa* in A/J mice that develop COPD after 2 months chronic exposure to cigarette smoke. The t-test was used to compare *Epas1* or *Vegfa* expression levels in mice with or without chronic smoke exposure.

### The *EPAS1* knockdown signatures in human and mouse endothelial cell lines match the predicted EPAS1 downstream target genes

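RNA of human umbilical vein endothelial cells (HUVEC), primary cells that line the vein of the umbilical cord, and of C166, an established mouse endothelial cell line, was sequenced after knockdown of EPAS1 (Epas1 in mouse). Each cell type received 5 nM of an siRNA against the gene or a non-targeting control siRNA for 48 hours, with 3 libraries per group and 12 libraries in all. The libraries were made from about 250 ng of total RNA and read as single reads of 100 nt. The authors aligned the reads to hg19 and mm10 with Tophat and deposited 1 FPKM value (fragments counted on a transcript, scaled to its length and to the mapped reads of the library) per gene and library from Cufflinks. FPKM values are not counts, so the depth was estimated from the lowest values, which on long transcripts fall on steps of whole reads. The estimated number of mapped reads was about 36300000, 32700000 and 33000000 in the HUVEC control libraries and 35800000, 42600000 and 38600000 in the HUVEC EPAS1 siRNA libraries, for replicates 1, 2 and 3. In C166 it was about 36800000, 35500000 and 56300000 in the control libraries and 37300000, 34900000 and 53600000 in the Epas1 siRNA libraries. These estimates assume fragments of 200 bases, which shortens the length over which a transcript can be read, and between 24.4% and 45.4% of the low values of a library lay at 1, 2 or 3 reads, so the ratios between libraries are firmer than the totals. Genes with a mean FPKM of at least 1 over the 6 libraries of a cell type were tested on the log2(FPKM + 1) scale with limma, with the replicate number as a block because the study compared pairs; the text does not say what joined the members of a pair. A fold change on this scale understates the change of genes with a low FPKM. Human and mouse libraries were fitted separately. Of 16 listed endothelial genes, 16 reached this mean FPKM in HUVEC and 3 in C166. The paper describes C166 as endothelial, but these values leave open how endothelial its libraries were.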

To test whether *EPAS1* causally regulates the downstream target genes we predicted, we knocked down *EPAS1* expression via siRNA in human umbilical vein endothelial cells (HUVEC) and mouse endothelial cell line C166 (see Methods for details) and then performed RNASeq analysis to quantify genome wide gene expression changes. When comparing endothelial cells treated with *EPAS1* siRNAs and scrambled siRNAs, we identified an *EPAS1* siRNA signature consisting of 2796 and 3730 genes in human and mouse endothelial cell lines, respectively, whose expression levels significantly changed (t-test p-value<0.05), including *EPAS1* itself (p-value = 0.002 and 0.02) and the *EPAS1* downstream target gene *VEGFA* (p-value = 0.03 and 0.01). 

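EPAS1 (ENSG00000116016), the targeted gene, lies on chromosome 2 of hg19 from 46520806 to 46613836. Its FPKM was 169, 143 and 125 in the HUVEC control libraries and 6.33, 6.72 and 7.09 in the EPAS1 siRNA libraries, with means of 146 ± 22.3 (SD, n = 3) and 6.71 ± 0.380 (SD, n = 3). The log2 fold change was -4.24 (standard error 0.11, adjusted p = 0.000177 from limma with Benjamini-Hochberg adjustment), and 4.60% of the control mean remained. Epas1 (ENSMUSG00000024140), on chromosome 17 of mm10 from 86753700 to 86833410, had a much lower level in C166, with a mean FPKM of 7.53 ± 0.435 (SD, n = 3) in the control libraries and 1.02 ± 0.507 (SD, n = 3) in the Epas1 siRNA libraries. Its log2 fold change was -2.10 (standard error 0.13, adjusted p = 0.00103 from the same test). The share of Epas1 that remained was 7.48%, 12.6% and 20.3% in replicates 1, 2 and 3, a wider spread than the 3.73% to 5.66% in HUVEC. An estimated 105 reads lay behind the lowest Epas1 value in C166 and 1124 behind the lowest EPAS1 value in HUVEC.
VEGFA (ENSG00000112715, chromosome 6 of hg19 from 43737921 to 43754224) was lower in all 3 HUVEC pairs, at 4.46, 4.09 and 6.11 FPKM with the control siRNA and 3.65, 3.65 and 5.07 with the EPAS1 siRNA. The log2 fold change was -0.20 (standard error 0.07), with an adjusted p of 0.109 from limma. It was past the study's unadjusted cutoff, with a limma p-value of 0.0334, and not past the adjusted one. Vegfa (ENSMUSG00000023951, chromosome 17 of mm10 from 46016993 to 46032369) fell from 44.9 ± 9.39 to 24.3 ± 3.32 FPKM (SD, n = 3 each) in C166, a log2 fold change of -0.85 (standard error 0.08, adjusted p = 0.00187).
Over all genes, 4102 of the 11413 tested in HUVEC had an unadjusted p-value under 0.05, of which 1589 were higher and 2513 lower with the EPAS1 siRNA. In C166 the number was 4959 of 11103, with 2166 higher and 2793 lower. After Benjamini-Hochberg adjustment 1760 genes in HUVEC and 3430 in C166 were under 0.05, and all of them changed the same way in each of the 3 pairs. That is no added evidence, since the fit tests differences within pairs and a gene with mixed signs can hardly pass. The HUVEC number depended strongly on how the pairs were treated and on replicate 2: 32 genes were under the adjusted cutoff without the replicate block and 27 without replicate 2, whereas the C166 numbers were 3308 and 983. Of the 1760 HUVEC genes 756 were higher, or 43.0%, but after median-ratio scaling of the libraries 1065 of 1616 were higher, so the balance of rises and falls in HUVEC is not fixed by these values.

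**Figure D1:**
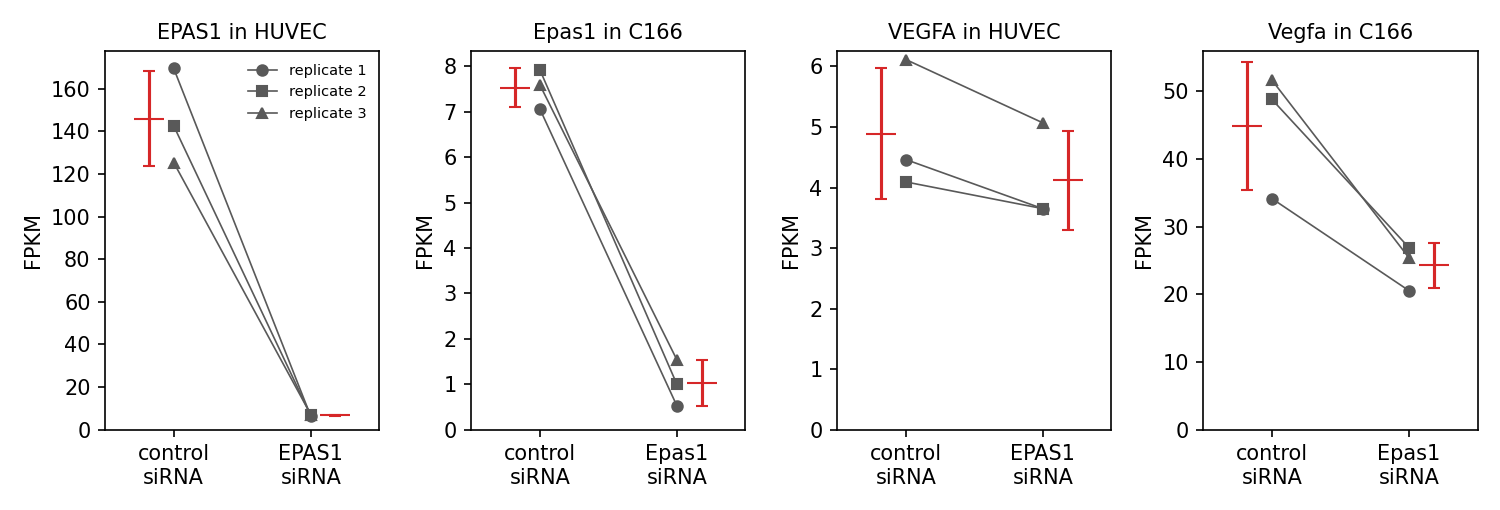
FPKM of EPAS1 and VEGFA (Epas1 and Vegfa in mouse) in each library, control siRNA against EPAS1 siRNA. Lines join libraries with the same replicate number, and red bars give the mean and SD of 3 libraries; EPAS1 in HUVEC falls from a mean of 146 to 6.71 FPKM, while VEGFA in HUVEC falls less than its control libraries differ.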

The *EPAS1* siRNA signatures derived from human and mouse cell lines were highly consistent, with 695 genes in common to both signatures (p-value = 7.2×10^−65^). Both signatures not only significantly overlapped with *EPAS1* downstream genes (p-value = 7.3×10^−7^ and 1.5×10^−12^), but also with hypoxia response genes in endothelial cells (Fisher's Exact Test p-value = 5.8×10^−8^ and 1.2×10^−12^ in the human and mouse signatures, respectively). Moreover, the *EPAS1* siRNA signatures consistently overlapped genes associated with the COPD severity phenotypes (Table 1). These results together validate that *EPAS1* causally regulates the downstream target genes we predicted, and that these genes in turn affect COPD development and progression.

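Human and mouse genes were paired by symbol, ignoring case, and 8591 genes were tested in both. Of these, 3138 belonged to the HUVEC signature and 3788 to the C166 signature at an unadjusted p-value under 0.05, and 1513 belonged to both, where 1384 would be shared by chance (odds ratio 1.30, one-sided Fisher's exact test p = 3.1e-09). At the adjusted cutoff in both cell types, 497 genes were shared against an expected 413 (odds ratio 1.40, one-sided Fisher's exact test p = 5.0e-08). Without the replicate block 614 genes were shared against an expected 589 (one-sided Fisher's exact test p = 0.0736). Fisher's exact test treats genes as independent, which genes of one library are not. When the libraries of both cell types were regrouped without regard to treatment, with no replicate block, 2 of 100 combinations gave as many shared genes, the real one included, and 24 of 100 gave as small a p-value. Of the 1513 shared genes, 999 (66.0%) changed in the same direction, where 51.0% would be expected from the shares of rises and falls. Of these, 387 were up in both and 612 down in both, but this balance depended on the processing. It was 564 up and 367 down under median-ratio scaling, 442 and 441 under quantile normalization, and 168 and 163 at the adjusted cutoff. The share in the same direction was 65.2%, 64.4% and 66.6% in the same order. Without the replicate block the share was 62.2%, and 61 of 100 combinations, the real one included, gave a share as large as that changed one way. Many of these had few shared genes, but a combination with 1070 shared genes gave 82.9%. It kept the real C166 groups and regrouped HUVEC only, since no other C166 split gave more than 687 genes at the unadjusted cutoff. A regrouped split still holds part of the treatment effect, since 2 libraries of each siRNA stay together. The share of a regrouped combination also counts whichever direction was more frequent. Without the block the real share did not stand apart, but these combinations cannot tell whether the direction follows the treatment. Across all 8591 genes the log2 fold changes in the 2 cell types had a Spearman correlation of 0.183, which is across genes and not across replicates.

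**Figure D2:**
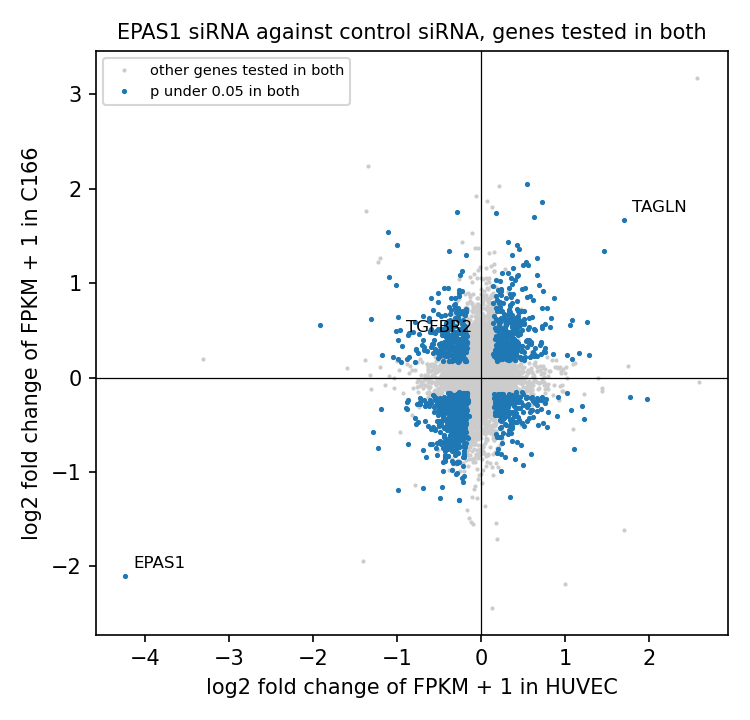
Log2 fold change of FPKM + 1 with the EPAS1 siRNA against the control siRNA, in HUVEC (x axis) and C166 (y axis), 1 point per gene tested in both. Blue points are the 1513 genes with an unadjusted p-value under 0.05 in both; 999 of them lie in the upper right and lower left parts of the plot, EPAS1 the lowest of all in HUVEC.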

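Apart from EPAS1, the genes past the adjusted cutoff in both cell types with the largest change in the same direction in all pairs were TAGLN, MSRB3, PEG10 and WDR1. TAGLN (ENSG00000149591, chromosome 11 of hg19 from 117070086 to 117078180), which encodes the actin-binding protein transgelin, had a log2 fold change of 1.71 in HUVEC (standard error 0.08, adjusted p = 0.00161 from limma) and 1.67 in C166 (standard error 0.11, adjusted p = 0.00111). Its FPKM ranged from 4.46 to 17.0 in the HUVEC control libraries and from 17.2 to 62.9 in the EPAS1 siRNA libraries, and without the replicate block its adjusted p in HUVEC was 0.285. MSRB3 rose by 1.46 and 1.34 and WDR1 by 0.87 and 0.85 on the log2 scale in HUVEC and C166, and PEG10 fell by 0.99 in HUVEC and fell by 1.19 in C166. In HUVEC PEG10 was not past the adjusted cutoff without the replicate block, without replicate 2 or with no filter on low values. WDR1 was not past it there without replicate 2. Of 29 genes that the paper names in its main text, 25 were tested in HUVEC and 4 were past the adjusted cutoff, the same number as when adjusted over the list alone; in C166 21 were tested and 8 were past it, 11 when adjusted over the list alone. In HUVEC these were EPAS1, TGFBR2 (log2 fold change -0.99), DNMT3B (0.50) and FOXF1 (0.46). Of these, EPAS1 alone was past it without the replicate block, without replicate 2 or with no filter on low values. In C166 they were Epas1, Vegfa, Pkdcc (-0.64), Kdr (-0.63), Foxa2 (0.50), Tgfbr2 (0.39), Yod1 (-0.31) and Hif1a (-0.28), and without replicate 2 the number fell to 3. The lists of predicted EPAS1 downstream genes, of hypoxia response genes and of severity-associated genes behind Table 1 were not used here, so the overlaps with them were not computed. From the fall of EPAS1 and VEGFA, the shared signature and those overlaps, the paper concludes that EPAS1 causally regulates the downstream genes it predicted and that these in turn affect the development and progression of COPD.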

**Table 1:** *EPAS1* siRNA signatures in human and mouse endothelial cells overlap with multiple COPD disease severity related signature sets.

	BODE	DLCO	FEV1	FEV1/FVC RATIO	RCL Emphysema Percentage	Emphysema signatures (mouse)
**Human siRNA (2796)**	179 (p = 6.7e-8)	85 (p = 0.001)	73 (p = 0.02)	44 (p = 0.11)	291 (p = 4.2e-20)	29 (p = 4.4e-5)
**C166 siRNA (3730)**	235 (p = 6.9e-13)	115 (p = 5.5e-6)	86 (p = 0.038)	58 (p = 0.027)	318 (p = 7.4e-16)	28 (p = 0.004)

## Discussion

Genetic, epigenetic, and environmental factors are known to contribute to COPD risk and disease progression. Therefore to elucidate more comprehensive molecular regulations of COPD disease, we developed a novel systematic approach to identify key regulators in COPD and CTRL lung tissue by integrating genome-wide DNA methylation and gene expression patterns. Using our causality test, we link the variation of the expression of numerous genes to only a few key regulators that are systematically regulated by variations in DNA methylation including 126 for COPD and 67 for non-disease lung. These key regulators such as *EPAS1* can be targets of potential therapeutic intervention.

We also highlighted important biological pathways associated with these key regulators in normal and diseased lung by hierarchical clustering of their common downstream genes. We observed common epigenetic regulations in both CTRL and COPD samples in expression of genes involved in metabolic- and cilium related- biological processes. Although cilium-related genes display the most varying expression levels both in CTRL and COPD samples they are not associated with disease phenotypes. This is an interesting observation as in the lung ciliary-related proteins keep the airways clear of mucus and dirt, allowing one to breathe easily and without irritation. Key regulators of these genes are *WDR90* in CTRL and *PAX9* in COPD. Since mRNA levels of *PAX9* are associated with *WDR90* methylation in CTRL, this suggests the wide variance of expression of the cilium related genes are explained by epigenetic regulations via methylation level of the regulators in the same pathway.

Similarly, we observed common epigenetic regulations with metabolic processes, including RNA processing and chromatin modifications, by key regulators both in CTRL and COPD. However, unlike the ciliary-related pathway; the key regulators are not exactly the same for COPD and CTRL. These observations highlight in part potential mediators of COPD pathophysiology. In COPD, there are three groups of key regulators obtained based on their shared downstream genes (S4B Fig.). The key regulators in the two large clusters control similar downstream genes involved in metabolic processes, RNA processing, chromatin modification, immune response and cell cycle. This type of coordinated yet diverse pathway regulation seems fitting with the current view of COPD, in that the disease pathologically is not limited to the lungs, but rather a disorder with systemic features. This view is driven in part by the strong associations of COPD with increased CVD risk, anemia, musculoskeletal diseases as well as the metabolic syndrome and Type 2 diabetes mellitus [70]. While the underlying molecular basis linking COPD with these comorbidities is still not fully understood, alterations in several pathophysiological features have been considered important such as systemic inflammation, oxidative stress, adipokine metabolism, insulin resistance and obesity.

Importantly, beyond the pathway level, we were able to identify genes of importance through looking at the key regulators associated with these cluster. One interesting gene was *GAK*, as it was predicted to regulate the largest number of downstream genes. *GAK* is a cyclin G associated kinase, and is known to regulate clathrin-mediated membrane trafficking [71]. Recently, it has also been shown that the disruption of the kinase domain of *GAK*, in mice, causes embryonic lethality due to pulmonary dysfunction including notable alterations in the distribution of lung surfactant protein A [72], a known biomarker of COPD disease severity [73]. These studies in mice were prompted by the fact that gefitinib, which is an inhibitor of the epidermal growth factor receptor and used to treat non-small cell lung cancer in humans, has significant adverse side effects in therapy, such as respiratory dysfunction, which in part has been attributed to the fact the gefitinib also inhibits *GAK* [72]. While a role for *GAK* in COPD has not been previously linked, our observations would suggest further investigation is warranted. Importantly, about 87% of key regulators in COPD (111/126) share similar downstream genes with *GAK*. In addition, some of their methylation levels are highly correlated each other, indicating overall that regulation of downstream genes may be mediated by multiple key regulators in a systematic way rather than by single master controllers.

Other potentially relevant mediators of COPD pathophysiology are those key regulators that showed a different methylation profile and different downstream target gene set as compared to all other regulators, such as was the case with *EPAS1*. To our knowledge *EPAS1* has not been previously linked with COPD pathophysiology. This is despite the fact that *EPAS1* is one of the major mediators of the transcriptional response to physiological hypoxia, an environment typical of lung alveolar as progressive airflow limitation increases with COPD severity. *EPAS1* is a hypoxia-responsive transcription factor and is also known as hypoxia-inducible factor 2 alpha (HIF-2α) [54], [55]. Interestingly, compared to the ubiquitous expression of *HIF1a*, another key mediator of hypoxic responses, *EPAS1* has relatively high levels of expression in the placenta, heart, lung and endothelial cells. Importantly, a previous study reported alveolar hypoxia increases in prevalence as disease severity increases [74] and mounting evidence suggests, hypoxia is more than a signifier of advanced COPD but rather a key player in many of the maladaptive processes as well as the systemic comorbidities associated with COPD. Since sustained exposure of cultured lung alveolar epithelial cells to hypoxia maintained the induction of *EPAS1* expression as induced by short-term hypoxic exposure, the decreased *EPAS1* expression observed in COPD may in fact result in maladaptive hypoxia responses [75]. Thus understanding the contribution of *EPAS1* to disease and its mechanisms in it would be very promising for treatment of disease.

In this study we demonstrate that *EPAS1* methylation level is significantly associated with disease severity and that an increase in methylation decreases *EPAS1* gene expression. Thus we hypothesize that disease severity may be systematically controlled by altered regulation of a large set of *EPAS1* downstream genes. Several observations in humans and mouse have demonstrated that altered *EPAS1* expression can affect lung physiology. Specifically gain-of-function mutations in humans were associated with pulmonary hypertension, increased cardiac output and heart rate as well as increased pulmonary ventilation relative to metabolism [76]. However, in a heterozygous *EPAS1* mutant mouse, haploinsufficiency for the oxygen-sensing factor resulted in augmented carotid body sensitivity to hypoxia, including irregular breathing, apneas, hypertension and elevated norephinephrine levels on one mouse strain background, but protection against pulmonary hypertension on a different strain [77], [78]. There are several consequences of hypoxia in COPD which may contribute to disease severity, with pulmonary hypertension in part due to hypoxic pulmonary vasoconstriction driven by alveolar hypoxia, being one of them.

Another possible link between hypoxia mediated COPD disease severity and *EPAS1* may be the fact that *EPAS1* is a known transcriptional activator of the VEGF [55], which was shown in our study to be one of *EPAS1* downstream genes and one of EPAS1 siRNA signature genes. *VEGF* expression level is associated with COPD phenotypes and downregulated in COPD samples in the LGRC dataset. *VEGF* is involved both in the regulation of the bronchial microvascular changes as well as in the inflammatory airway changes in COPD. In patients with emphysema, low levels of VEGF are thought to promote the destruction of alveoli, since VEGF normally acts to induce the expression of anti-apoptotic proteins and acts as a survival factor for endothelial cells. The importance of VEGF in survival signals necessary for the maintenance of normal lung structure and consequences characteristics of emphysema has also been confirmed in animal studies disrupting VEGF signaling either through genetic deletion of lung *VEGF* or through VEGF receptor blockage. *VEGF* is also thought to play a dual role in the lung by regulating not only apoptosis but also efferocytosis, which is the process involved in phagocytosis of apoptotic cells. The net effect of efferocytosis is anti-inflammatory because dying cells are removed before they undergo postapoptotic necrosis and anti-inflammatory mediators are released thereby suppressing further adaptive immune responses. Therefore, dysregulation of *VEGF* via altered *EPAS1* regulation could link hypoxia to mechanisms of COPD severity [79].

One other point of interest is the fact that neonatal mice lacking complete *EPAS1* expression have deficient lung surfactant, such as surfactant D (SP-D), in addition to other lung abnormalities and die of respiratory failure [80]. This deficiency has been attributed to reduced expression of *VEGF* as VEGF rescue therapy resulted in restoration of surfactant production and less respiratory distress in the *EPAS1* null mice compared to wildtype. Surfactants, such as SP-D have many functional properties including anti-inflammatory and anti-oxidant capacities, and protection against respiratory infections. In various mouse models, SP-D appears to play a distinct role in protecting murine lungs from the development of emphysematous changes possibly by reducing inflammation and oxidative stress in the lungs. While in humans, elevated serum SP-D level is an apparent biomarker of COPD, there is a reported inverse relationship with bronchoalveolar lavage fluid levels, whether elevated or decreased levels of SP-D are important in pathogenesis are still unclear [81]. Nonetheless, this is another clear example of how *EPAS1*, through modulation of *VEGF*, may contribute to the chronic inflammatory response and tissue destruction in COPD through augmented apoptosis, impaired efferocytosis, and abnormal tissue remodeling.

Many studies focus on genetic contribution to COPD development and phenotypes [82]–[84] and a recent review paper provides an updated list of COPD associated genes [85]. There are 140 COPD susceptible genes identified in at least one of COPD GWAS studies. When we overlapped these CODP susceptible genes with *EPAS1* downstream genes, the overlap is marginal significant (Fisher's exact test p-value = 0.053), but it is the best overlap comparing with other regulator's downstream genes (the second best p-value is above 0.1). This enrichment of COPD GWAS genes in *EPAS1* downstream further substantiates critical role of *EPAS1* in the disease.

At present it is still unclear how the methylation level of key regulators, in particular the predominant hypermethylation seen in COPD is regulated upstream. A recent study has also demonstrated that DNA methylation is widely disrupted and predominantly hypermethylated in small airway epithelia of COPD patients [86]. In addition to cigarette smoking, evidence has shown that hypoxia is also an important regulator of a cell's global epigenetic profile. For an example, chronic hypoxia induces a significant increase in global DNA methylation such as in human pulmonary fibroblasts [87]. Some of the underlying mechanisms that may account for global epigenetic alterations in DNA methylation include changes in the activity of epigenetic modifying enzymes such as DNA methyltransferases (DNMT) or in levels of the methyl-donor S-adenosylmethionine (SAM). DNA hypermethylation has also been demonstrated in PwR-1E prostate cell cultures in response to chronic hypoxia, a consequence linked to increased *de novo* DNMT activity due to elevated expression of *DNMT3B* as well as a hypoxia-induced decrease in levels of SAM suggesting an increase in SAM usage in hypoxic cells [88]. Interestingly, low circulating levels of folate and increased homocysteine levels, which are involved in the generation of SAM via the one-carbon cycle, have been associated with COPD patients [89].

Compared with the number of inferred relationships that methylation variations causally regulate gene expression (methylation → gene expression) in *trans*, the number of inferred relationships that gene expression variations causally regulate methylation variations (gene expression →methylation) in COPD is small (362,095 vs. 19,173). Similar to the methylation → gene expression relationships, the numbers of genes' methylation levels regulated by a gene's expression level in *trans* follow a scale-free distribution (S8 Fig.). The top putative causal regulator *CDK5RAP1* controls methylation levels of 152 genes in COPD. *CDK5RAP1* is a RNA methyltransferase [90]. Both DNA and RNA transmethylations are affected by the availability of the universal methyl donor substrate S-adenosylmethionine (SAM). Interesting, 44 of 126 key methylation → gene expression regulators overlap with *CDK5RAP1* downstream genes (p-value = 4.9×10^−57^). And among the 44 genes in the overlap, 32 genes methylation levels negatively correlate with *CDK5RAP1* expression level and 12 of them positively correlate. This result suggests that one possible mechanism *CDK5RAP1* regulating methylation levels of key COPD regulators is through affecting availability of SAM.

It is worth to note that there are differences between statistical causal and biological causal relationships. Similar to other causal inference studies [45]–[47], [91], all causal relationships inferred from the causality test in this study imply statistical causal relationships. Perspective validations are needed to convert statistical relationships into biological causal relationships [92]. It is also worth to note that the causal relationship 

 does not imply gene

 regulates gene

 by direct physically interact even the causal relationship is biologically validated. Gene

 might regulate gene

 through gene

.

There are some limitations in the array-based technologies used for measuring gene expression and methylation profiles. Transcript levels of different splicing isoforms were not uniquely measured in the Agilent arrays. Different splicing isoforms of genes, such as *NOD2* [93] and *RAGE* [94], associate with COPD severity and progression. Differential splicing is as prevalent as differential gene expression based on RNAseq analysis of other complex lung diseases such as idiopathic pulmonary fibrosis [95]. Similarly, methylation arrays can't differentiate methylation forms of cytosine, 5-methylcytosine (mC) and 5-hydroxymethylcytosine (hmC). DNA demethylation in mammals involves oxidizing mC to hmC followed by deamination or oxidation steps [96]. It was shown that hmC can offset mC's repression on gene expression [97] and hmC plays an important role in embryogenesis and brain development [98]. However, hmC level in lung tissues is low [99] so that we can assume that the DNA methylation level measured by arrays was mainly due to mC level. RNA sequencing technologies are needed to precisely quantify contributions of transcript splicing isoforms or hmC levels in COPD pathogenesis or progress.

In summary, we propose a potential epigenetic mechanism of COPD using a novel systematic approach integrating *cis* and *trans* regulation between DNA methylation and gene expression. This approach provides mechanisms of how variation of the expression of genes is systematically regulated by DNA methylation level of key regulators in COPD. The severity of COPD can be regulated by methylation level of *EPAS1* and, in turn, it regulates large numbers of gene expression variations. Therefore, if lowering methylation level of *EPAS1* or increasing *EPAS1* expression level might be very useful to treat patients with this irreversible disease. This approach can be applied to other diseases where DNA methylation can contribute to disease development such as lung cancer to find key epigenetic contribution to the diseases.

## Methods

### Samples, gene expression and DNA methylation data in the LGRC

The LTRC is a resource program of the NHLBI that provides human lung tissues to qualified investigators for use in their research. The program enrolls donor subjects who are anticipating lung surgery, collects blood and extensive phenotypic data from the prospective donors, and then processes their surgical tissues for research use. The diagnoses of COPD are based on clinical, imaging and pathological data including chest CT images, pulmonary function tests, exposure and symptom questionnaires, and exercise tests. The COPD class in this study was based on having a FEV1/FVC<.7 on pulmonary function testing. The “control” lungs consist of adjacent histologically normal lung tissues obtained at time of nodule resection from patients with normal lung function testing parameters. In terms of tissue collection procedure, all lung tissue cores were collected at the time of surgical resection, surgical biopsy or transplantation and flash frozen in liquid nitrogen prior to being stored at −80.

Data used in the study were obtained from the publicly available LGRC data portal (http://www.lung-genomics.org). All LGRC lung mRNA data were generated using Agilent V2 human whole genome arrays and were deposited into GEO database as GSE47460 by LGRC consortium. All RNA samples subjected to gene expression profiling were with RIN>7.0. Due to the number of samples, multiple batches of arrays were necessary, so 10% of the arrays were picked at random to have replicates throughout each batch to account for possible batch effects. The feature extracted data was normalized using a pairwise cyclic loess approach, and the probes were collapsed to one probe per gene by selecting the probe with the highest average signal. The processed mRNA arrays data were directly downloaded from the LGRC data portal.

DNA methylation data were generated using Nimblegen 2.1 M Whole-Genome Tiling array. The quality of each probe was compared with the background probe signals and probes with low quality were removed from the dataset. The DNA methylation level (β value) of each tiling probe was estimated using the CHARM method [27], [100]. The estimated methylation level for each sample from the raw data was almost identical with the processed methylation level downloaded from the LGRC data portal. For COPD and controls there are 218 and 94 gene expression arrays, respectively. There are 179 and 76 methylation arrays for COPD and controls, respectively. To check for potential errors in labeling of the sample name, we applied the MODMatcher (Multi-Omics Data Matcher) procedure to identify matched methylation and gene expression samples based on the assumption that the correlation of methylation mRNA profiles from the same individual was significantly higher than ones from randomly paired samples [25]. The matching result was stable after 25 iterations of sample alignments with 100 COPD sample pairs and 52 control sample pairs selected for further analysis (S14 Table). The demographic characteristics of these samples are listed in S1 Table. Both gene expression and methylation profiling data were adjusted for covariates as 
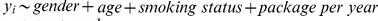
 where 

 is gene

's expression or methylation level. Means plus residuals were used for further analysis.

Potential biological subtypes in the samples were compared with disease status S9 Fig., S15–S19 Tables, detailed in S1 Text).

### Disease phenotypic information in LGRC

There are 5 different measurements of lung function for patients in the LGRC cohort: 1) DLCO (**D**iffusing capacity of the **L**ung for **C**arbon **M**onoxide) [48], 2) BODE (**B**ody mass index, airflow **O**bstruction, **D**yspnea and **E**xercise capacity) index [49], 3) FEV1 (**F**orced **E**xpiratory **V**olume) percentage predicted [50], 4) FEV1/FVC (**F**orced **V**ital **C**apacity) ratio, and 5) emphysema percentage. For each clinical phenotype, only a part of COPD patients were measured: 85 for DLCO, 98 for BODE, 81 for FEV1 and FEV1/FVC ratio, and 62 for the emphysema percentage.

### Mapping of methyl probes to corresponding genes

Each methyl probe was mapped to the nearest transcript starting site. Transcription information of hg18 was fetched from UCSC Genome browser database and further processed using the Bioconductor GenomicFeature package. A probe was mapped to the nearest gene if the distance between the probe and the nearest gene's transcription starting site in was less than 10 kilobases.

### Estimating False Discovery Rates (FDRs) based on permutation tests

FDRs were estimated in multiple statistic tests based on permutation tests. For differential gene expression analysis between COPD and control samples, we permuted sample labels (COPD or CTRL), then applied the t-test to the permuted data to identify significant differentially expressed genes. We performed the permutation test 100 times to estimate FDRs. Similarly, for differentially methylation analysis between COPD and control samples, we permuted sample labels, and applied the permutation scheme 100 times to estimate FDRs for differentially methylated genes at each p-value of the t-test.

For estimating FDRs of *cis* or *trans* acting methylation-mRNA probe pairs in COPD or control samples we permuted genome-wide gene expression data 5 times, calculated pairwise correlation between methylation and permuted gene expression profiles for all possible pairs, and then counted *cis* or *trans* acting pairs in permuted data at each p-value cutoff. Similarly, for association analysis between gene expression and phenotypical data we permuted genome-wide gene expression data 5 times, calculated pairwise correlation between gene expression and phenotypical data for all possible pairs, and then counted significant pairs in permuted data at each p-value cutoff.

### Gene Ontology (GO) analysis

To identify potential functions of selected gene sets, we compared these gene sets with each GO biological process [101] and computed functional enrichment using the hypergeometric test. For the annotation, Agilent hgug4845a annotation data corresponding to the mRNA microarray was used in the Bioconductor GOstats package [102]. The embedded function called “geneIdsByCategory” was used to fetch the list of genes overlapping with each GO term. Any GO biological process consisting of more than 1500 genes was considered non-specific and was removed from the analysis.

### The causality test for determining the relationship between methylation and gene expression

For simplification purposes, we describe the causality test using the COPD dataset, the corresponding values for the control dataset were generated in a similar fashion. Given a significant *cis* methylation-mRNA relationship for gene 

 (empirical probability estimate 
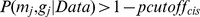
) and a significant trans methylation-mRNA relationship between genes 

 and 

 (empirical probability estimate 
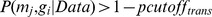
), where 

 is the methylation level of CpG islands within gene

's promoter region, and 

 and 

 are mRNA expression levels of genes 

 and 

, there are multiple causal reactive relationships among 

, 

, and 

 (Fig. 1C). We focused on two possible causal/reactive models: model I (

), where the methylation level of gene 

 causally regulates *trans* gene expression of gene 

 through *cis* regulation on gene

's expression level; and model II (

), where the expression level of gene 

 *trans* regulates the methylation level of gene

. As there are many potential models with hidden regulators [47] we can't enumerate all possible causal reactive models, therefore, we modeled the causality test as an empirical Bayesian estimation of the significance of each causal relationship [46], [47] instead of a model selection problem [45]. As shown by Chen *et al* [46] and Millstein *et al* [47], the probability of

 can be decomposed as a product of probabilities of a chain of statistic tests 
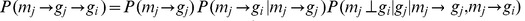
. Instead of calculating 

 for all possible trios (171,750*15,260

 

), we required each association test (p-values<0.01 and 

 for *cis* and *trans* regulations determined above) to be significant so that only a small fraction of all possible trios were subjected to the causality test.

If assuming that all methylation levels and gene expression levels are normally distributed and that all causal relationships are linear, the probability of

can be estimated analytically. However, the empirical data never perfectly fit to the underlying model assumption. Thus, we applied a permutation approach to estimate a null distribution at each step similar to Chen et al [46]. In all permutation tests, we permuted only the gene expression data. Note that all our tests are non-parametric. The p-values based on permutation tests were similar to the nominal p-values. For example, given a *cis* association
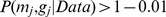
, 
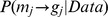
>0.99 based on permutation tests. The two models 

 and 

are equally possible given that 

 and 

 are associated. Given a significant *cis* regulation and a *trans* association 
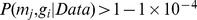
 and a non-informative prior of
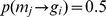
, we got 
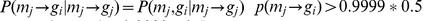
. Thus, 

was mainly determined by
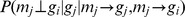
.

 was calculated as residuals from the linear regression of *trans* gene expression 

on *cis* gene expression 

. At Spearman correlation p-value>0.01, 42.1% of tested pairs were independent. When checking pairs selected from permuted data sets, only 21.4% of tested pairs were independent. To estimate the FDR of the causality test, 
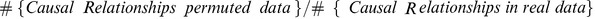
, we permuted the whole gene expression data 5 times. At the cutoff values noted above, we identified 362,095 pairs of causal relationships in COPD and 518 pairs in the permuted data on average, with the corresponding FDR 

. It is possible to set more stringent p-value cutoffs for the conditional independent test 

. At p-value>0.05 and 0.1, the corresponding FDRs were 0.001 and

, respectively. As at the independent test p-value>0.01, the corresponding FDR for the causality test was far less than 0.05, so that we chose this set of causal relationships for further analyses. Similarly, to test causality in the opposite direction, 

, where *trans* gene expression 

regulates gene 

's DNA methylation level, we decomposed 

 as 
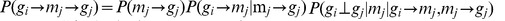
. At the same cutoff values noted above, we identified 19,173 pairs of causal relationships 

 in COPD and 2 pairs in the permuted data, corresponding to an FDR 

. In the CTRL data set, we identified 30,177 causal relationships as 

 (FDR = 0.03) and 1, 241 causal relationships as 

 (FDR = 0.006).

A similar causality test 
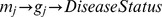
 can be applied to infer genes that are potentially causal to COPD (see S1 Text for details).

### Ethics statement

Immunohistochemistry staining of paraffin embedded human lung tissue of de-identified patients was carried out with the IRB approval (HS#12-00171) from Mount Sinai Hospital. Institutional Animal Care and Use Committee (IACUC) approval (FO0501) was obtained for the chronic smoke exposure mouse model systems at St. Lukes Roosevelt Hospital.

### Chronic smoking mouse models

C57Bl/6J and A/J mice (Jackson Labs, Bar Harbor, ME) were exposed to cigarette smoke for 6 or 2 months respectively in a specially designed chamber (Teague Enterprises, Davis, CA) for 4 hours a day, 5 days per week at a total particulate matter concentration of 80 mg/m^3^. Animals were sacrificed 12 hours after the last smoke exposure. Comparative analyses were made with age-matched air-exposed C57Bl/6J and A/J mice that were treated in an identical manner.

### Quantifying *Epas1* and *Vegfa* expression levels in mouse lung tissues by qPCR

The total RNA from mouse lung tissues was extracted using RNeasy Mini Kit (QIAGEN, Germany). Then cDNA was synthesized with SuperScript III (Life Technologies, CA, USA). For quantitative PCR, we utilized TaqMan gene expression assays (Applied Biosystems, Canada), which contain prevalidated primers and TaqMan probe for the individual genes. TaqMan Gene Expression Assay IDs are Mm01236112_m1 and Mm01281449_m1 for mouse *Epas1* and *Vegfa*, respectively. The real-time PCR reactions were carried out following the manufacturer's protocol, and the gene expressions were normalized to *Rn18s* (Mm03928990_g1).

### IHC staining of human lung tissues of COPD and non-COPD patients

The paraffin sections of human lung tissues were provided by Histology Shared Resource Facility of Mount Sinai Hospital with the IRB approval. The immunostaining was performed using Vectastain ABC Elite Kit (Vector Laboratories, CA, USA) with polyclonal anti-EPAS1 antibody (NB10-122; Novus Biologicals, CO, USA). Following deparaffinization and hydration of sections, antigen retrieval with 10 mM citrate buffer and blocking of endogenous peroxidase with 0.3% H2O2-methanol were performed. The tissue sections were blocked with 5% goat serum diluted in 0.1% Tween-20 in phosphate buffered saline (PBS-T) for 30 minutes, and then incubated in anti-EPAS1 (1∶100) at room temperature for 1 hour. The tissue sections were washed and incubated with the secondary antibody anti-rabbit-HRP. After washing, DAB substrate (3, 3′-diaminobenzidine) was utilized to obtain positive reactions.

### *EPAS1* siRNA in human and mouse endothelial cell lines

The cell lines of HUVEC (Lonza, MD, USA) and C166 (American Type Culture Collection, VA, USA) were cultured in the appropriate media at 37°C with 5% CO_2_. The cells were transfected with *EPAS1* siRNA and non-targeting negative control siRNA (Life Technologies, CA, USA) using Lipofectamine RNAiMAX as recommended transfection protocols by the manufacturer. After the treatments with 5 nM Silencer Select siRNA (s4700 for *EPAS1*, s65525 for *Epas1*; Life Technologies, USA) for 48 hours, the total RNA was purified with RNeasy Mini Kit (QIAGEN, Germany). The efficiencies of knocked down the *EPAS1* expression were assessed by qPCR with 1.4% for HUVEC, 3.2% for C166.

Approximately 250 ng of total RNA per sample were used for library construction by the TruSeq RNA Sample Prep Kit (Illumina) and sequenced using the Illumina HiSeq 2500 instrument with 100 nt single read setting according to the manufacturer's instructions. The RNAseq data set was deposited in GEO as GSE62974. Sequence reads were aligned to human genome assembly hg19 and mouse genome assembly mm10, respectively, using Tophat [103]. Total 23,228 human and 22,609 mouse genes were quantified using Cufflinks [103]. siRNA signatures were derived by comparing expression profiles of *EPAS1* or *Epas1* siRNAs with non-targeting siRNAs at paired t-test p-value cutoff 0.05 with resulting signature sizes of 2,796 and 3,730, and corresponding q-values [104] 0.11 and 0.07 for HUVEC and C166, respectively.

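The deposited HUVEC table held 24792 entries under 23132 different gene symbols, of which 17862 were above 0 in at least 1 library, and the C166 table held 23019 entries under 22552 symbols, of which 16630 were above 0. Where a symbol was repeated, the entry with the highest mean FPKM was kept. Storey's q-value at the unadjusted cutoff of 0.05 was 0.0570 in HUVEC and 0.0377 in C166 with limma. A paired test per gene on log2(FPKM + 1), over every gene above 0 in at least 1 library, gave 2853 genes in HUVEC with a q-value of 0.139 at the cutoff and 3869 genes in C166 with a q-value of 0.0822. On FPKM without the logarithm the same test gave 2643 and 3750 genes. With 3 pairs such a test has few degrees of freedom per gene, and no gene of either cell type was under 0.05 after Benjamini-Hochberg adjustment.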

## Supporting Information

S1 Fig Comparison of DNA methylation profiles between COPD and CTRL samples. DNA methylation level was measure by β value and the mean of β value of methyl probes of CpG islands within 1 million bases is shown for all chromosomes. Global methylation levels were compared between CTRL (red) and COPD (blue) (the upper panel) and most regions were hypermethylated in COPD comparing with CTRL across whole genomes (the lower panel). A) CpG island probes; B) non-CpG island probes.
(TIF) Click here for additional data file.

S2 Fig The numbers of *cis* and *trans* pairs derived using the same number of samples in CTRL and COPD. A) The numbers of *cis* pairs; B) The numbers of *trans* pairs.
(TIF) Click here for additional data file.

S3 FigClustering results of 67 CTRL key regulators **A**) The clustering result based on the methylation levels of key regulators. The distance was measured as (1-Spearman correlation coefficient). There were two large clusters of key regulators (shown in red boxes). **B**) The clustering result based on topological overlaps of key regulators' downstream genes. The distance was measured as 

. Key regulators were grouped into two clusters similar as shown in S3A Fig.(TIF)Click here for additional data file.

S4 Fig Clustering results of 126 COPD key regulators. **A**) The clustering result based on similarity of key regulators' methylation levels. The distance between methylation levels of COPD key regulators was measured in the same way as in S3 Fig. Key regulators were grouped into three clusters. The key regulators in the blue dashed box were enriched for the GO biological processes metabolic process, RNA processing, cell cycle, chromatin modification. Genes in the cluster in the middle were enriched for genes involved in the GO biological process immune response and T-cell activation. *EPAS1* was not included in any cluster. **B**) The clustering result based on the topological overlaps of COPD key regulators' downstream genes. There were three distinct clusters of COPD key regulators. The first and second cluster, C1 and C2, shared some common downstream genes but key regulators in the C2 cluster regulated genes involved in immune response and other defense processes specifically. The C3 cluster consisted of regulators involved in ciliary related function. *EPAS1* downstream genes were also unique compared to others, and *EPAS1* was not included in the three clusters.
(TIF) Click here for additional data file.

S5 Fig The clustering results of key regulators with higher number of downstream genes>mean+3SD. There were 33 and 60 key regulators for CTRL and COPD set, respectively. Key regulators were clustered based on their methylation profiles or overlaps of their downstream genes. The clustering patterns were similar to the corresponding ones based on key regulators of the number of downstream genes>mean+2SD in S3–S4 Fig. *EPAS1* (marked with the red arrow) was not included in these clusters in COPD.
(TIF) Click here for additional data file.

S6 Fig *EPAS1* methylation and gene expression levels in CTRL and COPD lung tissues. A) *EPAS1* gene expression level was lower in lung tissues of COPD patients; B) Methylation level of *EPAS1* promoter region was higher in lung tissues of COPD patients; C) Methylation and gene expression levels of *EPAS1* were anti-correlated in lung tissues of COPD patients.
(TIF) Click here for additional data file.

S7 Fig An example of immunohistochemistry staining of lung tissues from COPD (A) and non-COPD (B) patients using EPAS1 antibody.
(TIF) Click here for additional data file.

S8 Fig Numbers of downstream genes' methylation levels *trans* regulated a key regulator gene in lung tissues of COPD patients followed a scale-free distribution.
(TIF) Click here for additional data file.

S9 Fig Heterogeneities of molecular traits in CTRL and COPD lung samples. **A**) The clustering result of COPD samples by gene expression levels of 1000 genes with largest variances in COPD. COPD samples can be partitioned into two groups based on expression levels of 306 cilium related genes (marked by a red box in the top-left corner). **B**) The clustering result of CTRL samples based on gene expression levels of 1000 genes with largest variances in CTRL samples. A set of 339 genes classified CTRL samples into two subgroups. 250 of these genes overlap with COPD classifier genes in S9A Fig. **C**) The clustering result of COPD samples based on methylation profiles of 1000 methylation probes with largest variances in COPD. A set of 447 genes (in the red box) classified COPD samples into two groups. **D**) The clustering result of CTRL samples based on methylation profiles of 1000 methylation probes with largest variances in CTRL. A set of 391 genes (in the red box) clustered CTRL samples into two groups. Among them, 95 out of 391 genes overlap with the COPD classifier genes in S9C Fig. For figures, rows are molecular traits (mRNA expression or methylation probes) and columns are samples.
(TIF) Click here for additional data file.

S1 Table Demographic characteristics of samples in LGRC cohort.
(PDF) Click here for additional data file.

S2 Table Characteristics of data used in the analysis.
(PDF) Click here for additional data file.

S3 Table Significance of overlaps between differentially methylated and expressed genes.
(PDF) Click here for additional data file.

S4 Table The distribution of probes differentially methylated between controls and COPD samples.
(PDF) Click here for additional data file.

S5 Table Gene expression levels and DNA methylation levels of 704 genes in S3 Table.
(PDF) Click here for additional data file.

S6 Table GO enrichment analysis of the 378 genes that were hypermethylated and downregulated in COPD.
(PDF) Click here for additional data file.

S7 Table GO enrichment analysis of the 318 genes that were hypermethylated and upregulated in COPD.
(PDF) Click here for additional data file.

S8 Table 67 key regulators in CTRL lung tissues that regulated a large number of downstream genes.
(PDF) Click here for additional data file.

S9 Table 126 key regulators in COPD lung tissues that regulated a large number of downstream genes.
(PDF) Click here for additional data file.

S10 Table Correlation between key regulators' methylation levels in promoter regions in COPD lung tissues and COPD severity Traits.
(PDF) Click here for additional data file.

S11 Table Overlap between downstream genes of key regulators in COPD lung tissues and COPD severity signatures in Human.
(PDF) Click here for additional data file.

S12 Table Overlap between downstream genes of key regulators in COPD lung tissues and COPD emphysema signature in mouse.
(PDF) Click here for additional data file.

S13 Table GO enrichment analysis of *EPAS1* downstream genes in COPD.
(PDF) Click here for additional data file.

S14 Table Matched methylation and gene expression profile pairs identified by MODMatcher.
(PDF) Click here for additional data file.

S15 Table GO enrichment analysis of the 306 genes in the upper left corner of S9A Fig.
(PDF) Click here for additional data file.

S16 Table GO enrichment analysis of *GAK* downstream genes in COPD.
(PDF) Click here for additional data file.

S17 Table GO enrichment analysis of *ETF1* downstream genes in COPD.
(PDF) Click here for additional data file.

S18 Table GO enrichment analysis of *PAX9* downstream genes in COPD.
(PDF) Click here for additional data file.

S19 Table Motif enrichment analysis of downstream genes of key regulator *EPAS1* in COPD.
(PDF) Click here for additional data file.

S1 Text Supplementary results and methods.
(DOCX) Click here for additional data file.

# Supplementary material for: Integrative Analysis of DNA Methylation and Gene Expression Data Identifies EPAS1 as a Key Regulator of COPD
**Source:** PLoS Genet. 2015 Jan 8;11(1):e1004898. doi: 10.1371/journal.pgen.1004898
**Supplement:** S1 Table — Demographic characteristics of samples in LGRC cohort.

**STable 1. Demographics information of CTRL and COPD samples**

|                                              |                                  | <b>CTRL</b> | <b>COPD</b> |
|----------------------------------------------|----------------------------------|-------------|-------------|
| <b>Number of samples</b>                     |                                  | 52          | 100         |
| <b>Age, years (mean <math>\pm</math> SD)</b> |                                  | 66 $\pm$ 9  | 64 $\pm$ 10 |
| <b>Gender (%)</b>                            | <b>Male</b>                      | 44          | 56          |
|                                              | <b>Female</b>                    | 56          | 44          |
| <b>Race (%)</b>                              | <b>White</b>                     | 96          | 96          |
|                                              | <b>African-American</b>          | 2           | 4           |
|                                              | <b>Asian or Pacific Islander</b> | 2           | 0           |
| <b>Smoking Status (%)</b>                    | <b>Never Smoker</b>              | 32          | 4           |
|                                              | <b>Former Smoker</b>             | 54          | 90          |
|                                              | <b>Current Smoker</b>            | 4           | 5           |
|                                              | <b>No information</b>            | 10          | 1           |
| <b>Pack per year (median)</b>                |                                  | 33.5        | 44          |

# Supplementary material for: Integrative Analysis of DNA Methylation and Gene Expression Data Identifies EPAS1 as a Key Regulator of COPD
**Source:** PLoS Genet. 2015 Jan 8;11(1):e1004898. doi: 10.1371/journal.pgen.1004898
**Supplement:** S2 Table — Characteristics of data used in the analysis.

| <b>STable 2. Characteristics of data used in the analysis</b>          |             |             |             |
|------------------------------------------------------------------------|-------------|-------------|-------------|
| <b>Groups</b>                                                          | <b>CTRL</b> | <b>COPD</b> | <b>Both</b> |
| <b>Number of Samples</b>                                               | 52          | 100         | N/A         |
| <b>Number of mRNA probes</b>                                           | 15261       | 15261       | 15261       |
| <b>Number of methyl probes after QC</b>                                | 1,709,407   | 1,778,677   | 1,704,551   |
| <b>Number of methyl probes within promoter</b>                         | 660,235     | 685,788     | 658,108     |
| <b>Number of methyl probes within CpG islands</b>                      | 398,720     | 421,400     | 395,443     |
| <b>Number of methyl probes within CpG islands and promoter regions</b> | 173,276     | 182,805     | 171,750     |

# Supplementary material for: Integrative Analysis of DNA Methylation and Gene Expression Data Identifies EPAS1 as a Key Regulator of COPD
**Source:** PLoS Genet. 2015 Jan 8;11(1):e1004898. doi: 10.1371/journal.pgen.1004898
**Supplement:** S3 Table — Significance of overlaps between differentially methylated and expressed genes.

**STable 3. Overlaps between differentially methylated and differentially expressed genes between COPD and CTRL lung tissue samples**

|                                                | No filter | CpG                   | Multiple probes (>1) | Distance (<1kb) | CpG + Multiple probes | CpG + Distance        | Multiple probes + Distance | CpG + Multiple probes + Distance |
|------------------------------------------------|-----------|-----------------------|----------------------|-----------------|-----------------------|-----------------------|----------------------------|----------------------------------|
| <b>Differentially methylated</b>               | 8848      | 6416                  | 8841                 | 7438            | 6317                  | 5237                  | 7429                       | 5117                             |
| <b>Differentially methylated and expressed</b> | 990       | 704                   | 990                  | 821             | 695                   | 549                   | 821                        | 537                              |
| <b>Background</b> <sup>*1</sup>                | 0.85      | 0.62                  | 0.85                 | 0.72            | 0.61                  | 0.5                   | 0.72                       | 0.49                             |
| <b>Overlap</b> <sup>*2</sup>                   | 0.88      | 0.68                  | 0.88                 | 0.75            | 0.72                  | 0.57                  | 0.76                       | 0.61                             |
| <b>p-value</b> <sup>*3</sup>                   | 0.009     | 6.6×10 <sup>-06</sup> | 0.001                | 0.002           | 5.4×10 <sup>-14</sup> | 2.1×10 <sup>-05</sup> | 1.3×10 <sup>-04</sup>      | 2.1×10 <sup>-10</sup>            |

\*1. Background: (Number of differentially methylated genes)/(Number of genes in total = 10375)

\*2. Overlap: (Number of differentially methylated and expressed genes)/(Number of differentially expressed genes)

\*3. P-value: p-value from Fisher's exact test using genes from background and overlap.

# Supplementary material for: Integrative Analysis of DNA Methylation and Gene Expression Data Identifies EPAS1 as a Key Regulator of COPD
**Source:** PLoS Genet. 2015 Jan 8;11(1):e1004898. doi: 10.1371/journal.pgen.1004898
**Supplement:** S4 Table — The distribution of probes differentially methylated between controls and COPD samples.

**Stable 4. Numbers of differentially methylated probes within/outside of CpG islands between controls and COPD samples**

| Chromosome | cpg island methyl probes |                                    |       |                                      |       | nocpg island methyl probes |                                     |       |                                      |       |
|------------|--------------------------|------------------------------------|-------|--------------------------------------|-------|----------------------------|-------------------------------------|-------|--------------------------------------|-------|
|            | total                    | t-test p-value<0.01<br>(FDR<0.054) |       | BH corrected p-value<0.01<br>(FDR=0) |       | total                      | t-test p-value<0.01<br>(FDR<0.0590) |       | BH corrected p-value<0.01<br>(FDR=0) |       |
|            |                          | hypo                               | hyper | hypo                                 | hyper |                            | hypo                                | hyper | hypo                                 | hyper |
| <b>1</b>   | 13668                    | 43                                 | 2425  | 15                                   | 1008  | 39950                      | 2641                                | 3669  | 1212                                 | 1249  |
| <b>2</b>   | 11710                    | 46                                 | 1991  | 23                                   | 420   | 28308                      | 2227                                | 2253  | 1073                                 | 662   |
| <b>3</b>   | 8220                     | 27                                 | 1534  | 8                                    | 587   | 20222                      | 1649                                | 1503  | 836                                  | 419   |
| <b>4</b>   | 7253                     | 17                                 | 1441  | 6                                    | 588   | 17378                      | 915                                 | 1926  | 459                                  | 693   |
| <b>5</b>   | 8701                     | 67                                 | 1491  | 16                                   | 595   | 20499                      | 1436                                | 1661  | 660                                  | 533   |
| <b>6</b>   | 9338                     | 31                                 | 1650  | 6                                    | 631   | 20765                      | 1300                                | 1651  | 603                                  | 430   |
| <b>7</b>   | 9247                     | 45                                 | 1873  | 19                                   | 839   | 25018                      | 1951                                | 2676  | 939                                  | 1069  |
| <b>8</b>   | 6419                     | 41                                 | 1444  | 18                                   | 653   | 19985                      | 1805                                | 2040  | 901                                  | 857   |
| <b>9</b>   | 7168                     | 32                                 | 1574  | 6                                    | 737   | 23500                      | 2069                                | 2724  | 1037                                 | 1203  |
| <b>10</b>  | 7535                     | 40                                 | 1628  | 16                                   | 702   | 18222                      | 1904                                | 1566  | 947                                  | 665   |
| <b>11</b>  | 9709                     | 29                                 | 1968  | 8                                    | 880   | 36229                      | 3377                                | 3931  | 1735                                 | 1744  |
| <b>12</b>  | 8180                     | 44                                 | 1760  | 12                                   | 726   | 21296                      | 1529                                | 1895  | 726                                  | 650   |
| <b>13</b>  | 3583                     | 29                                 | 780   | 13                                   | 383   | 8275                       | 644                                 | 752   | 303                                  | 310   |
| <b>14</b>  | 5838                     | 12                                 | 1231  | 5                                    | 530   | 16247                      | 1327                                | 1595  | 673                                  | 663   |
| <b>15</b>  | 4538                     | 25                                 | 805   | 12                                   | 311   | 12377                      | 1306                                | 802   | 657                                  | 243   |
| <b>16</b>  | 9828                     | 70                                 | 2326  | 25                                   | 1318  | 30180                      | 2173                                | 4310  | 1053                                 | 2292  |
| <b>17</b>  | 11965                    | 67                                 | 1915  | 16                                   | 1075  | 37376                      | 3121                                | 3292  | 1486                                 | 1592  |
| <b>18</b>  | 2911                     | 32                                 | 387   | 8                                    | 167   | 6743                       | 618                                 | 288   | 284                                  | 128   |
| <b>19</b>  | 15216                    | 86                                 | 2941  | 35                                   | 1576  | 43719                      | 3758                                | 4898  | 1839                                 | 2539  |
| <b>20</b>  | 4875                     | 38                                 | 836   | 11                                   | 420   | 16389                      | 1371                                | 1422  | 701                                  | 707   |
| <b>21</b>  | 2277                     | 13                                 | 481   | 4                                    | 260   | 7952                       | 736                                 | 992   | 381                                  | 550   |
| <b>22</b>  | 3571                     | 36                                 | 723   | 9                                    | 385   | 15728                      | 1290                                | 1476  | 640                                  | 726   |
| <b>All</b> | 171750                   | 870                                | 33204 | 291                                  | 15125 | 486358                     | 39147                               | 47322 | 19145                                | 19924 |

# Supplementary material for: Integrative Analysis of DNA Methylation and Gene Expression Data Identifies EPAS1 as a Key Regulator of COPD
**Source:** PLoS Genet. 2015 Jan 8;11(1):e1004898. doi: 10.1371/journal.pgen.1004898
**Supplement:** S5 Table — Gene expression levels and DNA methylation levels of 704 genes in S3 Table.

**STable 5. Gene expression levels and DNA methylation levels of 704 genes in Stable3**

|                    |                        | <b>Gene Expression</b> |                    |
|--------------------|------------------------|------------------------|--------------------|
|                    |                        | <b>Downregulated</b>   | <b>Upregulated</b> |
| <b>Methylation</b> | <b>Hypermethylated</b> | 378                    | 318                |
|                    | <b>Hypomethylated</b>  | 27                     | 27                 |

# Supplementary material for: Integrative Analysis of DNA Methylation and Gene Expression Data Identifies EPAS1 as a Key Regulator of COPD
**Source:** PLoS Genet. 2015 Jan 8;11(1):e1004898. doi: 10.1371/journal.pgen.1004898
**Supplement:** S6 Table — GO enrichment analysis of the 378 genes that were hypermethylated and downregulated in COPD.

**STable 6. GO enrichment analysis of the 378 genes that were hypermethylated and downregulated in COPD**

| GOBPID     | Pvalue   | OddsRatio  | ExpCount   | Count | Size | Term                                                     |
|------------|----------|------------|------------|-------|------|----------------------------------------------------------|
| GO:0010646 | 1.98E-08 | 2.1669741  | 46.7454662 | 84    | 1432 | regulation of cell communication                         |
| GO:0003008 | 3.67E-08 | 2.30307514 | 34.3082996 | 67    | 1051 | system process                                           |
| GO:0023051 | 3.69E-08 | 2.1390268  | 46.5822488 | 83    | 1427 | regulation of signaling                                  |
| GO:0009653 | 5.98E-08 | 2.09596236 | 48.6714316 | 85    | 1491 | anatomical structure morphogenesis                       |
| GO:0048646 | 1.64E-07 | 2.15499666 | 38.7151696 | 71    | 1186 | anatomical structure formation involved in morphogenesis |
| GO:2000026 | 2.13E-07 | 2.36968085 | 26.3106465 | 54    | 806  | regulation of multicellular organismal development       |
| GO:0050877 | 2.82E-07 | 2.36452542 | 25.8209942 | 53    | 791  | neurological system process                              |
| GO:0051239 | 2.99E-07 | 2.10593559 | 40.0861959 | 72    | 1228 | regulation of multicellular organismal process           |
| GO:0048729 | 4.34E-07 | 3.00721314 | 12.1107318 | 32    | 371  | tissue morphogenesis                                     |
| GO:0040011 | 4.96E-07 | 2.2652549  | 28.4651163 | 56    | 872  | locomotion                                               |
| GO:0002009 | 5.61E-07 | 3.2325789  | 9.85833156 | 28    | 302  | morphogenesis of an epithelium                           |
| GO:0022603 | 6.07E-07 | 2.80604648 | 14.1672712 | 35    | 434  | regulation of anatomical structure morphogenesis         |
| GO:0007399 | 9.74E-07 | 2.00456189 | 43.7096224 | 75    | 1339 | nervous system development                               |
| GO:0010648 | 1.04E-06 | 2.61735315 | 16.4523149 | 38    | 504  | negative regulation of cell communication                |
| GO:0048585 | 1.39E-06 | 2.51813487 | 17.9865586 | 40    | 551  | negative regulation of response to stimulus              |
| GO:0022612 | 1.41E-06 | 6.05160823 | 2.57883508 | 13    | 79   | gland morphogenesis                                      |
| GO:0009966 | 1.58E-06 | 2.00595458 | 41.0655003 | 71    | 1258 | regulation of signal transduction                        |
| GO:0000902 | 1.94E-06 | 2.28766282 | 23.8297418 | 48    | 730  | cell morphogenesis                                       |
| GO:0023057 | 2.28E-06 | 2.55634419 | 16.321741  | 37    | 500  | negative regulation of signaling                         |
| GO:0050793 | 2.68E-06 | 2.06665829 | 33.8186473 | 61    | 1036 | regulation of developmental process                      |
| GO:0000904 | 2.72E-06 | 2.44203665 | 18.4762108 | 40    | 566  | cell morphogenesis involved in differentiation           |
| GO:0032989 | 2.92E-06 | 2.23079271 | 24.9069767 | 49    | 763  | cellular component morphogenesis                         |
| GO:0008015 | 3.76E-06 | 3.51861913 | 6.75720077 | 21    | 207  | blood circulation                                        |
| GO:0022008 | 3.97E-06 | 2.11031606 | 29.6402816 | 55    | 908  | neurogenesis                                             |
| GO:0003013 | 4.06E-06 | 3.49940895 | 6.78984425 | 21    | 208  | circulatory system process                               |

|            |          |            |            |    |      |                                                       |
|------------|----------|------------|------------|----|------|-------------------------------------------------------|
| GO:0048667 | 5.68E-06 | 2.54834906 | 14.9507147 | 34 | 458  | cell morphogenesis involved in neuron differentiation |
| GO:0048812 | 6.54E-06 | 2.52956674 | 15.0486452 | 34 | 461  | neuron projection morphogenesis                       |
| GO:0072358 | 7.01E-06 | 2.36252979 | 18.5088543 | 39 | 567  | cardiovascular system development                     |
| GO:0072359 | 7.01E-06 | 2.36252979 | 18.5088543 | 39 | 567  | circulatory system development                        |
| GO:0048699 | 7.06E-06 | 2.10428174 | 27.9428206 | 52 | 856  | generation of neurons                                 |
| GO:0048666 | 7.11E-06 | 2.28605547 | 20.6306806 | 42 | 632  | neuron development                                    |
| GO:0030182 | 7.20E-06 | 2.14887612 | 25.7230638 | 49 | 788  | neuron differentiation                                |
| GO:0030030 | 8.18E-06 | 2.18935784 | 23.6338809 | 46 | 724  | cell projection organization                          |
| GO:0072657 | 8.51E-06 | 5.48339933 | 2.57883508 | 12 | 79   | protein localization to membrane                      |
| GO:0048858 | 1.00E-05 | 2.37711356 | 17.3989759 | 37 | 533  | cell projection morphogenesis                         |
| GO:0044057 | 1.02E-05 | 2.92133638 | 9.56454022 | 25 | 293  | regulation of system process                          |
| GO:0007435 | 1.07E-05 | 11.7707172 | 0.81608705 | 7  | 25   | salivary gland morphogenesis                          |
| GO:0048468 | 1.16E-05 | 1.92963487 | 37.7685086 | 64 | 1157 | cell development                                      |
| GO:0031175 | 1.17E-05 | 2.33082664 | 18.2150629 | 38 | 558  | neuron projection development                         |
| GO:0006873 | 1.22E-05 | 2.60659959 | 12.8288884 | 30 | 393  | cellular ion homeostasis                              |
| GO:0035023 | 1.28E-05 | 4.1977507  | 4.08043525 | 15 | 125  | regulation of Rho protein signal transduction         |
| GO:0009887 | 1.36E-05 | 2.26309136 | 19.7493066 | 40 | 605  | organ morphogenesis                                   |
| GO:0032990 | 1.40E-05 | 2.33719832 | 17.6601237 | 37 | 541  | cell part morphogenesis                               |
| GO:0001944 | 1.48E-05 | 2.62334537 | 12.3065927 | 29 | 377  | vasculature development                               |
| GO:0007409 | 1.54E-05 | 2.52864459 | 13.6449755 | 31 | 418  | axonogenesis                                          |
| GO:0001568 | 1.54E-05 | 2.66692828 | 11.6863665 | 28 | 358  | blood vessel development                              |
| GO:0050801 | 1.58E-05 | 2.48526695 | 14.3304886 | 32 | 439  | ion homeostasis                                       |
| GO:0032879 | 1.60E-05 | 2.00898987 | 30.2931513 | 54 | 928  | regulation of localization                            |
| GO:0006935 | 2.28E-05 | 2.5127197  | 13.2532537 | 30 | 406  | chemotaxis                                            |
| GO:0042330 | 2.28E-05 | 2.5127197  | 13.2532537 | 30 | 406  | taxis                                                 |
| GO:0007431 | 2.42E-05 | 10.0858417 | 0.9140175  | 7  | 28   | salivary gland development                            |
| GO:0060429 | 2.56E-05 | 2.45564185 | 14.0040538 | 31 | 429  | epithelium development                                |
| GO:0040012 | 2.99E-05 | 2.72204794 | 10.1847664 | 25 | 312  | regulation of locomotion                              |

|            |            |            |            |    |      |                                                    |
|------------|------------|------------|------------|----|------|----------------------------------------------------|
| GO:0007009 | 3.23E-05   | 5.16469361 | 2.48090463 | 11 | 76   | plasma membrane organization                       |
| GO:0048732 | 3.44E-05   | 3.19640963 | 6.62662684 | 19 | 203  | gland development                                  |
| GO:0065009 | 3.61E-05   | 1.82577572 | 41.587796  | 67 | 1274 | regulation of molecular function                   |
| GO:0048514 | 3.70E-05   | 2.68340854 | 10.3153403 | 25 | 316  | blood vessel morphogenesis                         |
| GO:0009888 | 4.06E-05   | 1.96678614 | 28.987412  | 51 | 888  | tissue development                                 |
| GO:0009605 | 5.08E-05   | 2.01479613 | 25.396629  | 46 | 778  | response to external stimulus                      |
| GO:0035637 | 5.48E-05   | 2.2007722  | 18.084489  | 36 | 554  | multicellular organismal signaling                 |
| GO:0003018 | 5.92E-05   | 4.79312349 | 2.64412204 | 11 | 81   | vascular process in circulatory system             |
| GO:0019226 | 7.10E-05   | 2.19454695 | 17.5948368 | 35 | 539  | transmission of nerve impulse                      |
| GO:0055082 | 7.27E-05   | 2.34317543 | 14.1019842 | 30 | 432  | cellular chemical homeostasis                      |
| GO:0001525 | 7.48E-05   | 2.81881978 | 8.22615746 | 21 | 252  | angiogenesis                                       |
| GO:0007411 | 8.14E-05   | 2.65841292 | 9.53189674 | 23 | 292  | axon guidance                                      |
| GO:0009968 | 8.69E-05   | 2.25242084 | 15.6362279 | 32 | 479  | negative regulation of signal transduction         |
| GO:0007267 | 9.13E-05   | 2.00404687 | 23.7318114 | 43 | 727  | cell-cell signaling                                |
| GO:0045785 | 9.27E-05   | 4.53202016 | 2.77469597 | 11 | 85   | positive regulation of cell adhesion               |
| GO:0035272 | 0.00011286 | 7.55852843 | 1.14252187 | 7  | 35   | exocrine system development                        |
| GO:0007204 | 0.00011487 | 4.4117752  | 2.83998293 | 11 | 87   | elevation of cytosolic calcium ion concentration   |
| GO:0007266 | 0.00012753 | 4.35399516 | 2.87262641 | 11 | 88   | Rho protein signal transduction                    |
| GO:0048878 | 0.00013187 | 2.1187257  | 18.149776  | 35 | 556  | chemical homeostasis                               |
| GO:2000021 | 0.00014136 | 4.29769665 | 2.9052699  | 11 | 89   | regulation of ion homeostasis                      |
| GO:0060485 | 0.00014744 | 3.48674685 | 4.47215703 | 14 | 137  | mesenchyme development                             |
| GO:0016477 | 0.00014936 | 2.08107448 | 18.9985065 | 36 | 582  | cell migration                                     |
| GO:0061061 | 0.00015278 | 2.43216192 | 11.2620013 | 25 | 345  | muscle structure development                       |
| GO:0045216 | 0.0001531  | 3.68095058 | 3.94986132 | 13 | 121  | cell-cell junction organization                    |
| GO:0035295 | 0.00015987 | 2.42430793 | 11.2946448 | 25 | 346  | tube development                                   |
| GO:0060445 | 0.00016064 | 12.5359911 | 0.55493919 | 5  | 17   | branching involved in salivary gland morphogenesis |
| GO:0016044 | 0.00016457 | 2.5228808  | 9.98890548 | 23 | 306  | cellular membrane organization                     |
| GO:0031644 | 0.00018569 | 3.40258752 | 4.57008748 | 14 | 140  | regulation of neurological system process          |
| GO:0061138 | 0.00018569 | 3.40258752 | 4.57008748 | 14 | 140  | morphogenesis of a branching epithelium            |

|            |            |            |            |    |     |                                                             |
|------------|------------|------------|------------|----|-----|-------------------------------------------------------------|
| GO:0051480 | 0.00019076 | 4.13714166 | 3.00320034 | 11 | 92  | cytosolic calcium ion homeostasis                           |
| GO:0061024 | 0.00019928 | 2.48658598 | 10.1194794 | 23 | 310 | membrane organization                                       |
| GO:0034332 | 0.00021225 | 4.96584022 | 2.08918285 | 9  | 64  | adherens junction organization                              |
| GO:0007507 | 0.00021895 | 2.46881534 | 10.1847664 | 23 | 312 | heart development                                           |
| GO:0044092 | 0.00023068 | 2.17820034 | 15.0486452 | 30 | 461 | negative regulation of molecular function                   |
| GO:0001738 | 0.00023639 | 8.22363636 | 0.9140175  | 6  | 28  | morphogenesis of a polarized epithelium                     |
| GO:0055065 | 0.00023944 | 2.90457516 | 6.43076595 | 17 | 197 | metal ion homeostasis                                       |
| GO:0007186 | 0.00025704 | 2.38843426 | 10.9682099 | 24 | 336 | G-protein coupled receptor signaling pathway                |
| GO:0055074 | 0.00026853 | 3.2708878  | 4.73330489 | 14 | 145 | calcium ion homeostasis                                     |
| GO:0010719 | 0.00030638 | 17.1447493 | 0.3590783  | 4  | 11  | negative regulation of epithelial to mesenchymal transition |
| GO:0014706 | 0.00031825 | 2.65018052 | 7.83443567 | 19 | 240 | striated muscle tissue development                          |
| GO:0043410 | 0.00034153 | 2.71568627 | 7.246853   | 18 | 222 | positive regulation of MAPK cascade                         |
| GO:0050878 | 0.00034841 | 2.29085966 | 11.8822274 | 25 | 364 | regulation of body fluid levels                             |
| GO:0048870 | 0.00034846 | 1.96223699 | 20.5980371 | 37 | 631 | cell motility                                               |
| GO:0051674 | 0.00034846 | 1.96223699 | 20.5980371 | 37 | 631 | localization of cell                                        |
| GO:0001763 | 0.00035598 | 3.172552   | 4.86387881 | 14 | 149 | morphogenesis of a branching structure                      |
| GO:2000027 | 0.00035908 | 3.55260551 | 3.75400043 | 12 | 115 | regulation of organ morphogenesis                           |
| GO:0042692 | 0.00036072 | 2.70213415 | 7.27949648 | 18 | 223 | muscle cell differentiation                                 |
| GO:0050805 | 0.00037131 | 10.0254707 | 0.65286964 | 5  | 20  | negative regulation of synaptic transmission                |
| GO:0006928 | 0.00037289 | 1.83715983 | 26.8655857 | 45 | 823 | cellular component movement                                 |
| GO:0007167 | 0.00040161 | 1.92867787 | 21.5120546 | 38 | 659 | enzyme linked receptor protein signaling pathway            |
| GO:0003007 | 0.00040817 | 3.12553745 | 4.92916578 | 14 | 151 | heart morphogenesis                                         |
| GO:0030168 | 0.00042219 | 3.28070967 | 4.37422658 | 13 | 134 | platelet activation                                         |
| GO:0051960 | 0.00042746 | 2.25626914 | 12.0454448 | 25 | 369 | regulation of nervous system development                    |
| GO:0030003 | 0.00045337 | 2.73390822 | 6.78984425 | 17 | 208 | cellular cation homeostasis                                 |
| GO:0042391 | 0.00045337 | 2.73390822 | 6.78984425 | 17 | 208 | regulation of membrane potential                            |
| GO:2000145 | 0.0004749  | 2.42881924 | 9.40132281 | 21 | 288 | regulation of cell motility                                 |
| GO:0030334 | 0.00048073 | 2.4870291  | 8.74845317 | 20 | 268 | regulation of cell migration                                |

|            |            |            |            |    |     |                                                         |
|------------|------------|------------|------------|----|-----|---------------------------------------------------------|
| GO:0072659 | 0.00048265 | 4.94124093 | 1.86067847 | 8  | 57  | protein localization to plasma membrane                 |
| GO:0050817 | 0.00048484 | 2.37009864 | 10.0868359 | 22 | 309 | coagulation                                             |
| GO:0030324 | 0.00049195 | 3.41827198 | 3.88457435 | 12 | 119 | lung development                                        |
| GO:0060284 | 0.0004968  | 2.15913426 | 13.5796885 | 27 | 416 | regulation of cell development                          |
| GO:0055080 | 0.00050458 | 2.54388729 | 8.12822701 | 19 | 249 | cation homeostasis                                      |
| GO:0060537 | 0.00050458 | 2.54388729 | 8.12822701 | 19 | 249 | muscle tissue development                               |
| GO:1901342 | 0.00051499 | 3.63802506 | 3.36227864 | 11 | 103 | regulation of vasculature development                   |
| GO:0019725 | 0.0005446  | 2.05757286 | 15.8320888 | 30 | 485 | cellular homeostasis                                    |
| GO:0022604 | 0.00055101 | 2.59829812 | 7.54064434 | 18 | 231 | regulation of cell morphogenesis                        |
| GO:0007155 | 0.00057534 | 1.94000756 | 19.6187327 | 35 | 601 | cell adhesion                                           |
| GO:0022610 | 0.000593   | 1.93635825 | 19.6513761 | 35 | 602 | biological adhesion                                     |
| GO:0051970 | 0.00059774 | 8.84404925 | 0.7181566  | 5  | 22  | negative regulation of transmission of nerve impulse    |
| GO:0072507 | 0.00060566 | 2.99238433 | 5.12502667 | 14 | 157 | divalent inorganic cation homeostasis                   |
| GO:0050808 | 0.0006072  | 3.5598269  | 3.42756561 | 11 | 105 | synapse organization                                    |
| GO:0030323 | 0.00061689 | 3.32393321 | 3.9825048  | 12 | 122 | respiratory tube development                            |
| GO:0035282 | 0.00064039 | 4.1972028  | 2.41561767 | 9  | 74  | segmentation                                            |
| GO:0042060 | 0.00065897 | 2.18359982 | 12.4045231 | 25 | 380 | wound healing                                           |
| GO:0034330 | 0.00068835 | 3.09886945 | 4.60273096 | 13 | 141 | cell junction organization                              |
| GO:0006875 | 0.00070829 | 2.81607741 | 5.81053979 | 15 | 178 | cellular metal ion homeostasis                          |
| GO:0044087 | 0.00070887 | 2.46679604 | 8.35673138 | 19 | 256 | regulation of cellular component biogenesis             |
| GO:0014031 | 0.00071279 | 3.48488701 | 3.49285257 | 11 | 107 | mesenchymal cell development                            |
| GO:0051056 | 0.00074321 | 2.45615319 | 8.38937487 | 19 | 257 | regulation of small GTPase mediated signal transduction |
| GO:0007517 | 0.00077897 | 2.44559941 | 8.42201835 | 19 | 258 | muscle organ development                                |
| GO:0031623 | 0.00084041 | 6.2337931  | 1.14252187 | 6  | 35  | receptor internalization                                |
| GO:0042310 | 0.00084041 | 6.2337931  | 1.14252187 | 6  | 35  | vasoconstriction                                        |
| GO:0051270 | 0.00087855 | 2.25625848 | 10.5438447 | 22 | 323 | regulation of cellular component movement               |
| GO:0045595 | 0.00093032 | 1.79385744 | 24.8416898 | 41 | 761 | regulation of cell differentiation                      |
| GO:0007156 | 0.00094679 | 3.61325611 | 3.06848731 | 10 | 94  | homophilic cell adhesion                                |

|            |            |            |            |    |     |                                                                         |
|------------|------------|------------|------------|----|-----|-------------------------------------------------------------------------|
| GO:0050807 | 0.00098125 | 6.02533333 | 1.17516535 | 6  | 36  | regulation of synapse organization                                      |
| GO:0051145 | 0.00098125 | 6.02533333 | 1.17516535 | 6  | 36  | smooth muscle cell differentiation                                      |
| GO:0007596 | 0.00104206 | 2.27076639 | 9.98890548 | 21 | 306 | blood coagulation                                                       |
| GO:0060021 | 0.00106121 | 4.32023011 | 2.08918285 | 8  | 64  | palate development                                                      |
| GO:0031645 | 0.00111289 | 7.51495017 | 0.81608705 | 5  | 25  | negative regulation of neurological system process                      |
| GO:0042551 | 0.00111289 | 7.51495017 | 0.81608705 | 5  | 25  | neuron maturation                                                       |
| GO:0043408 | 0.00116298 | 2.20321932 | 10.7723491 | 22 | 330 | regulation of MAPK cascade                                              |
| GO:0007599 | 0.00117868 | 2.24634503 | 10.0868359 | 21 | 309 | hemostasis                                                              |
| GO:0030855 | 0.0012404  | 2.65031881 | 6.13697461 | 15 | 188 | epithelial cell differentiation                                         |
| GO:0051049 | 0.00126203 | 1.81436492 | 22.0669938 | 37 | 676 | regulation of transport                                                 |
| GO:0010721 | 0.00130789 | 3.44748157 | 3.19906123 | 10 | 98  | negative regulation of cell development                                 |
| GO:0007200 | 0.0013167  | 5.6475     | 1.24045231 | 6  | 38  | phospholipase C-activating G-protein coupled receptor signaling pathway |
| GO:0051969 | 0.00132553 | 3.01804689 | 4.3415831  | 12 | 133 | regulation of transmission of nerve impulse                             |
| GO:0042592 | 0.00133716 | 1.74412329 | 26.1147856 | 42 | 800 | homeostatic process                                                     |
| GO:0017145 | 0.00134152 | 7.15630438 | 0.84873053 | 5  | 26  | stem cell division                                                      |
| GO:0030155 | 0.00145416 | 2.60426429 | 6.23490506 | 15 | 191 | regulation of cell adhesion                                             |
| GO:0002090 | 0.00148469 | 9.99558499 | 0.52229571 | 4  | 16  | regulation of receptor internalization                                  |
| GO:0010771 | 0.00148469 | 9.99558499 | 0.52229571 | 4  | 16  | negative regulation of cell morphogenesis involved in differentiation   |
| GO:0048762 | 0.0014962  | 3.15260633 | 3.81928739 | 11 | 117 | mesenchymal cell differentiation                                        |
| GO:0042127 | 0.00150812 | 1.73165138 | 26.278003  | 42 | 805 | regulation of cell proliferation                                        |
| GO:0051093 | 0.00153111 | 2.07664342 | 12.4371666 | 24 | 381 | negative regulation of developmental process                            |
| GO:0003015 | 0.0016051  | 3.63353535 | 2.74205249 | 9  | 84  | heart process                                                           |
| GO:0060047 | 0.0016051  | 3.63353535 | 2.74205249 | 9  | 84  | heart contraction                                                       |
| GO:0006874 | 0.00160689 | 2.94404213 | 4.43951355 | 12 | 136 | cellular calcium ion homeostasis                                        |
| GO:0060541 | 0.00160689 | 2.94404213 | 4.43951355 | 12 | 136 | respiratory system development                                          |
| GO:0009611 | 0.00164435 | 1.82931034 | 20.0430979 | 34 | 614 | response to wounding                                                    |
| GO:0032844 | 0.00165164 | 2.66934932 | 5.67996586 | 14 | 174 | regulation of homeostatic process                                       |

|            |            |            |            |    |     |                                                                 |
|------------|------------|------------|------------|----|-----|-----------------------------------------------------------------|
| GO:0010038 | 0.00171095 | 2.92016327 | 4.47215703 | 12 | 137 | response to metal ion                                           |
| GO:0051346 | 0.00171095 | 2.92016327 | 4.47215703 | 12 | 137 | negative regulation of hydrolase activity                       |
| GO:0010811 | 0.00173334 | 5.31411765 | 1.30573928 | 6  | 40  | positive regulation of cell-substrate adhesion                  |
| GO:0050803 | 0.00173334 | 5.31411765 | 1.30573928 | 6  | 40  | regulation of synapse structure and activity                    |
| GO:0050880 | 0.00174162 | 3.96391242 | 2.25240026 | 8  | 69  | regulation of blood vessel size                                 |
| GO:0090090 | 0.00174162 | 3.96391242 | 2.25240026 | 8  | 69  | negative regulation of canonical Wnt receptor signaling pathway |
| GO:0051100 | 0.00174956 | 4.49348893 | 1.76274803 | 7  | 54  | negative regulation of binding                                  |
| GO:0040013 | 0.00177406 | 3.29612221 | 3.32963516 | 10 | 102 | negative regulation of locomotion                               |
| GO:0010035 | 0.00178653 | 2.54524628 | 6.36547898 | 15 | 195 | response to inorganic substance                                 |
| GO:0010769 | 0.00185612 | 2.74962078 | 5.12502667 | 13 | 157 | regulation of cell morphogenesis involved in differentiation    |
| GO:0046903 | 0.00188441 | 1.90665728 | 16.3543845 | 29 | 501 | secretion                                                       |
| GO:0001954 | 0.00189208 | 9.22567499 | 0.55493919 | 4  | 17  | positive regulation of cell-matrix adhesion                     |
| GO:0048103 | 0.00189208 | 9.22567499 | 0.55493919 | 4  | 17  | somatic stem cell division                                      |
| GO:0055078 | 0.00189208 | 9.22567499 | 0.55493919 | 4  | 17  | sodium ion homeostasis                                          |
| GO:0048286 | 0.00190011 | 6.53257258 | 0.9140175  | 5  | 28  | lung alveolus development                                       |
| GO:0035150 | 0.00191185 | 3.89954536 | 2.28504374 | 8  | 70  | regulation of tube size                                         |
| GO:0043112 | 0.00191185 | 3.89954536 | 2.28504374 | 8  | 70  | receptor metabolic process                                      |
| GO:0031589 | 0.00196467 | 2.73035189 | 5.15767015 | 13 | 158 | cell-substrate adhesion                                         |
| GO:0001701 | 0.00204274 | 2.28915975 | 8.45466183 | 18 | 259 | in utero embryonic development                                  |
| GO:0046578 | 0.00207555 | 2.50267591 | 6.46340943 | 15 | 198 | regulation of Ras protein signal transduction                   |
| GO:0007519 | 0.00218421 | 2.82834994 | 4.60273096 | 12 | 141 | skeletal muscle tissue development                              |
| GO:0060711 | 0.00223555 | 6.25968992 | 0.94666098 | 5  | 29  | labyrinthine layer development                                  |
| GO:0010959 | 0.0022363  | 2.98171913 | 4.01514828 | 11 | 123 | regulation of metal ion transport                               |
| GO:0007588 | 0.00224305 | 5.01777778 | 1.37102624 | 6  | 42  | excretion                                                       |
| GO:0043086 | 0.00228184 | 2.07729197 | 11.3599317 | 22 | 348 | negative regulation of catalytic activity                       |
| GO:0048568 | 0.00229793 | 2.20773942 | 9.2381054  | 19 | 283 | embryonic organ development                                     |
| GO:0043113 | 0.00237081 | 8.56575213 | 0.58758268 | 4  | 18  | receptor clustering                                             |

|            |            |            |            |    |     |                                                                  |
|------------|------------|------------|------------|----|-----|------------------------------------------------------------------|
| GO:0060317 | 0.00237081 | 8.56575213 | 0.58758268 | 4  | 18  | cardiac epithelial to mesenchymal transition                     |
| GO:0001570 | 0.00240326 | 4.22247492 | 1.86067847 | 7  | 57  | vasculogenesis                                                   |
| GO:0051129 | 0.00241142 | 2.31189542 | 7.89972264 | 17 | 242 | negative regulation of cellular component organization           |
| GO:0016337 | 0.00241565 | 2.25076531 | 8.58523576 | 18 | 263 | cell-cell adhesion                                               |
| GO:0007169 | 0.00242439 | 1.91595146 | 15.1139322 | 27 | 463 | transmembrane receptor protein tyrosine kinase signaling pathway |
| GO:0001666 | 0.0024526  | 2.65586275 | 5.28824408 | 13 | 162 | response to hypoxia                                              |
| GO:0035265 | 0.00250235 | 3.71832731 | 2.38297418 | 8  | 73  | organ growth                                                     |
| GO:0043405 | 0.00251513 | 2.53995434 | 5.94111372 | 14 | 182 | regulation of MAP kinase activity                                |
| GO:0009790 | 0.00253246 | 1.72163098 | 23.7644549 | 38 | 728 | embryo development                                               |
| GO:0060828 | 0.00253687 | 3.12447757 | 3.49285257 | 10 | 107 | regulation of canonical Wnt receptor signaling pathway           |
| GO:0036293 | 0.00258898 | 2.63786121 | 5.32088756 | 13 | 163 | response to decreased oxygen levels                              |
| GO:0000165 | 0.00259799 | 2.01837254 | 12.2086623 | 23 | 374 | MAPK cascade                                                     |
| GO:0051094 | 0.00259885 | 1.86085013 | 16.7134628 | 29 | 512 | positive regulation of developmental process                     |
| GO:0007528 | 0.00261213 | 6.00863787 | 0.97930446 | 5  | 30  | neuromuscular junction development                               |
| GO:0048259 | 0.00261213 | 6.00863787 | 0.97930446 | 5  | 30  | regulation of receptor-mediated endocytosis                      |
| GO:0048566 | 0.00261213 | 6.00863787 | 0.97930446 | 5  | 30  | embryonic digestive tract development                            |
| GO:0051928 | 0.00261213 | 6.00863787 | 0.97930446 | 5  | 30  | positive regulation of calcium ion transport                     |
| GO:0035239 | 0.00262817 | 2.29100803 | 7.9650096  | 17 | 244 | tube morphogenesis                                               |
| GO:0061053 | 0.00265842 | 4.13922224 | 1.89332195 | 7  | 58  | somite development                                               |
| GO:0043393 | 0.00272805 | 3.66158227 | 2.41561767 | 8  | 74  | regulation of protein binding                                    |
| GO:0050767 | 0.00273508 | 2.08169779 | 10.8049925 | 21 | 331 | regulation of neurogenesis                                       |
| GO:0030879 | 0.00280209 | 3.32076866 | 2.97055686 | 9  | 91  | mammary gland development                                        |
| GO:0048469 | 0.00280209 | 3.32076866 | 2.97055686 | 9  | 91  | cell maturation                                                  |
| GO:0060538 | 0.00292115 | 2.7212915  | 4.76594837 | 12 | 146 | skeletal muscle organ development                                |
| GO:0007416 | 0.00293388 | 4.0591716  | 1.92596544 | 7  | 59  | synapse assembly                                                 |
| GO:0043270 | 0.00296933 | 3.6065311  | 2.44826115 | 8  | 75  | positive regulation of ion transport                             |

|            |            |            |            |    |      |                                                                                             |
|------------|------------|------------|------------|----|------|---------------------------------------------------------------------------------------------|
| GO:0044093 | 0.00300501 | 1.67997174 | 25.6251333 | 40 | 785  | positive regulation of molecular function                                                   |
| GO:0072503 | 0.00309033 | 2.70083144 | 4.79859185 | 12 | 147  | cellular divalent inorganic cation homeostasis                                              |
| GO:0060402 | 0.00320937 | 4.63025641 | 1.46895669 | 6  | 45   | calcium ion transport into cytosol                                                          |
| GO:0022602 | 0.00323068 | 3.98214173 | 1.95860892 | 7  | 60   | ovulation cycle process                                                                     |
| GO:0032412 | 0.00323068 | 3.98214173 | 1.95860892 | 7  | 60   | regulation of ion transmembrane transporter activity                                        |
| GO:0007187 | 0.00324943 | 3.24098124 | 3.03584382 | 9  | 93   | G-protein coupled receptor signaling pathway, coupled to cyclic nucleotide second messenger |
| GO:0030178 | 0.00324943 | 3.24098124 | 3.03584382 | 9  | 93   | negative regulation of Wnt receptor signaling pathway                                       |
| GO:0035556 | 0.00326948 | 1.53114356 | 42.6323875 | 60 | 1306 | intracellular signal transduction                                                           |
| GO:0051128 | 0.00336246 | 1.63001884 | 29.0853424 | 44 | 891  | regulation of cellular component organization                                               |
| GO:0008283 | 0.00342502 | 1.58289408 | 34.1450821 | 50 | 1046 | cell proliferation                                                                          |
| GO:0000098 | 0.00348473 | 12.8161245 | 0.32643482 | 3  | 10   | sulfur amino acid catabolic process                                                         |
| GO:0051930 | 0.00348473 | 12.8161245 | 0.32643482 | 3  | 10   | regulation of sensory perception of pain                                                    |
| GO:0051931 | 0.00348473 | 12.8161245 | 0.32643482 | 3  | 10   | regulation of sensory perception                                                            |
| GO:0045765 | 0.00349324 | 3.20249554 | 3.06848731 | 9  | 94   | regulation of angiogenesis                                                                  |
| GO:0035567 | 0.00349992 | 5.56232312 | 1.04459142 | 5  | 32   | non-canonical Wnt receptor signaling pathway                                                |
| GO:0034765 | 0.00350156 | 3.50121584 | 2.51354811 | 8  | 77   | regulation of ion transmembrane transport                                                   |
| GO:0007265 | 0.00354858 | 2.43643836 | 6.16961809 | 14 | 189  | Ras protein signal transduction                                                             |
| GO:0061098 | 0.0035656  | 7.49337748 | 0.65286964 | 4  | 20   | positive regulation of protein tyrosine kinase activity                                     |
| GO:0045892 | 0.00356902 | 1.73319672 | 21.0224024 | 34 | 644  | negative regulation of transcription, DNA-dependent                                         |
| GO:0060401 | 0.00359169 | 4.514      | 1.50160017 | 6  | 46   | cytosolic calcium ion transport                                                             |
| GO:0042698 | 0.00389252 | 3.83648525 | 2.02389588 | 7  | 62   | ovulation cycle                                                                             |
| GO:0070482 | 0.0039193  | 2.5020521  | 5.58203542 | 13 | 171  | response to oxygen levels                                                                   |
| GO:0009880 | 0.00400684 | 4.40341463 | 1.53424365 | 6  | 47   | embryonic pattern specification                                                             |
| GO:0051336 | 0.00402523 | 1.81802793 | 16.4523149 | 28 | 504  | regulation of hydrolase activity                                                            |
| GO:0052547 | 0.00405942 | 2.60291545 | 4.96180926 | 12 | 152  | regulation of peptidase activity                                                            |
| GO:0050790 | 0.00405989 | 1.58051869 | 32.7414124 | 48 | 1003 | regulation of catalytic activity                                                            |
| GO:0051098 | 0.00410891 | 2.73425952 | 4.3415831  | 11 | 133  | regulation of binding                                                                       |

|            |            |            |            |    |     |                                                                                    |
|------------|------------|------------|------------|----|-----|------------------------------------------------------------------------------------|
| GO:0045995 | 0.0042597  | 3.76755853 | 2.05653936 | 7  | 63  | regulation of embryonic development                                                |
| GO:0090066 | 0.00428015 | 2.38092141 | 6.30019202 | 14 | 193 | regulation of anatomical structure size                                            |
| GO:0050730 | 0.00431179 | 3.0922865  | 3.16641775 | 9  | 97  | regulation of peptidyl-tyrosine phosphorylation                                    |
| GO:0010720 | 0.00434989 | 2.71172661 | 4.37422658 | 11 | 134 | positive regulation of cell development                                            |
| GO:0043406 | 0.00434989 | 2.71172661 | 4.37422658 | 11 | 134 | positive regulation of MAP kinase activity                                         |
| GO:0060562 | 0.00435274 | 2.22931822 | 7.67121826 | 16 | 235 | epithelial tube morphogenesis                                                      |
| GO:0048041 | 0.00458587 | 5.17756902 | 1.10987839 | 5  | 34  | focal adhesion assembly                                                            |
| GO:0001892 | 0.00465249 | 3.70105028 | 2.08918285 | 7  | 64  | embryonic placenta development                                                     |
| GO:0030857 | 0.00467661 | 11.2128713 | 0.3590783  | 3  | 11  | negative regulation of epithelial cell differentiation                             |
| GO:0060347 | 0.00467661 | 11.2128713 | 0.3590783  | 3  | 11  | heart trabecula formation                                                          |
| GO:0048608 | 0.00490559 | 2.34088514 | 6.39812247 | 14 | 196 | reproductive structure development                                                 |
| GO:0061458 | 0.00490559 | 2.34088514 | 6.39812247 | 14 | 196 | reproductive system development                                                    |
| GO:0001756 | 0.00494223 | 4.19767442 | 1.59953062 | 6  | 49  | somitogenesis                                                                      |
| GO:0022898 | 0.005072   | 3.63683543 | 2.12182633 | 7  | 65  | regulation of transmembrane transporter activity                                   |
| GO:0044273 | 0.00511409 | 6.65930831 | 0.7181566  | 4  | 22  | sulfur compound catabolic process                                                  |
| GO:0060441 | 0.00511409 | 6.65930831 | 0.7181566  | 4  | 22  | epithelial tube branching involved in lung morphogenesis                           |
| GO:0061418 | 0.00511409 | 6.65930831 | 0.7181566  | 4  | 22  | regulation of transcription from RNA polymerase II promoter in response to hypoxia |
| GO:0050804 | 0.00514245 | 2.8028028  | 3.85193087 | 10 | 118 | regulation of synaptic transmission                                                |
| GO:0050769 | 0.0052729  | 2.98934399 | 3.2643482  | 9  | 100 | positive regulation of neurogenesis                                                |
| GO:0001508 | 0.00545677 | 2.77677907 | 3.88457435 | 10 | 119 | regulation of action potential                                                     |
| GO:0043269 | 0.00549479 | 2.39402213 | 5.81053979 | 13 | 178 | regulation of ion transport                                                        |
| GO:0001837 | 0.00551933 | 3.57479735 | 2.15446981 | 7  | 66  | epithelial to mesenchymal transition                                               |
| GO:0048167 | 0.00551933 | 3.57479735 | 2.15446981 | 7  | 66  | regulation of synaptic plasticity                                                  |
| GO:0007015 | 0.00552988 | 2.49426894 | 5.15767015 | 12 | 158 | actin filament organization                                                        |
| GO:0030336 | 0.00554937 | 3.21897092 | 2.709409   | 8  | 83  | negative regulation of cell migration                                              |
| GO:0034762 | 0.00554937 | 3.21897092 | 2.709409   | 8  | 83  | regulation of transmembrane transport                                              |
| GO:0031333 | 0.00602882 | 4.01022222 | 1.66481758 | 6  | 51  | negative regulation of protein complex assembly                                    |

|            |            |            |            |    |     |                                                                      |
|------------|------------|------------|------------|----|-----|----------------------------------------------------------------------|
| GO:0043266 | 0.0060342  | 6.3081213  | 0.75080009 | 4  | 23  | regulation of potassium ion transport                                |
| GO:0043009 | 0.00610326 | 1.81826977 | 14.6242799 | 25 | 448 | chordate embryonic development                                       |
| GO:0051051 | 0.0063091  | 2.35047944 | 5.90847024 | 13 | 181 | negative regulation of transport                                     |
| GO:0001890 | 0.00639228 | 2.89297228 | 3.36227864 | 9  | 103 | placenta development                                                 |
| GO:0048747 | 0.00640295 | 3.13466399 | 2.77469597 | 8  | 85  | muscle fiber development                                             |
| GO:0051253 | 0.0064117  | 1.66003937 | 21.8384894 | 34 | 669 | negative regulation of RNA metabolic process                         |
| GO:0010717 | 0.00663479 | 4.69061462 | 1.20780883 | 5  | 37  | regulation of epithelial to mesenchymal transition                   |
| GO:0061097 | 0.00663479 | 4.69061462 | 1.20780883 | 5  | 37  | regulation of protein tyrosine kinase activity                       |
| GO:0007160 | 0.00680337 | 2.86220096 | 3.39492213 | 9  | 104 | cell-matrix adhesion                                                 |
| GO:0009792 | 0.0068131  | 1.80040338 | 14.7548539 | 25 | 452 | embryo development ending in birth or egg hatching                   |
| GO:0003206 | 0.00686537 | 3.09413182 | 2.80733945 | 8  | 86  | cardiac chamber morphogenesis                                        |
| GO:0019228 | 0.00686537 | 3.09413182 | 2.80733945 | 8  | 86  | regulation of action potential in neuron                             |
| GO:2000146 | 0.00686537 | 3.09413182 | 2.80733945 | 8  | 86  | negative regulation of cell motility                                 |
| GO:0048754 | 0.00686713 | 2.67729012 | 4.01514828 | 10 | 123 | branching morphogenesis of an epithelial tube                        |
| GO:0060428 | 0.00705815 | 5.99205298 | 0.78344357 | 4  | 24  | lung epithelium development                                          |
| GO:0090130 | 0.00705815 | 5.99205298 | 0.78344357 | 4  | 24  | tissue migration                                                     |
| GO:2001257 | 0.00705815 | 5.99205298 | 0.78344357 | 4  | 24  | regulation of cation channel activity                                |
| GO:0051050 | 0.00708283 | 1.96878285 | 10.2500533 | 19 | 314 | positive regulation of transport                                     |
| GO:0051130 | 0.00715643 | 1.89731408 | 11.7516535 | 21 | 360 | positive regulation of cellular component organization               |
| GO:0010464 | 0.00744056 | 4.54797141 | 1.24045231 | 5  | 38  | regulation of mesenchymal cell proliferation                         |
| GO:0050731 | 0.00760905 | 3.34633965 | 2.28504374 | 7  | 70  | positive regulation of peptidyl-tyrosine phosphorylation             |
| GO:0000122 | 0.00767706 | 1.82799026 | 13.3511841 | 23 | 409 | negative regulation of transcription from RNA polymerase II promoter |
| GO:0007620 | 0.00772299 | 8.96831683 | 0.42436527 | 3  | 13  | copulation                                                           |
| GO:0060487 | 0.00772299 | 8.96831683 | 0.42436527 | 3  | 13  | lung epithelial cell differentiation                                 |
| GO:0060841 | 0.00772299 | 8.96831683 | 0.42436527 | 3  | 13  | venous blood vessel development                                      |
| GO:0070528 | 0.00772299 | 8.96831683 | 0.42436527 | 3  | 13  | protein kinase C signaling cascade                                   |

|            |            |            |            |    |     |                                                                                    |
|------------|------------|------------|------------|----|-----|------------------------------------------------------------------------------------|
| GO:0009890 | 0.00794206 | 1.59104075 | 25.4619159 | 38 | 780 | negative regulation of biosynthetic process                                        |
| GO:0030010 | 0.00797112 | 3.75833333 | 1.76274803 | 6  | 54  | establishment of cell polarity                                                     |
| GO:0001655 | 0.00803573 | 2.13267174 | 7.47535737 | 15 | 229 | urogenital system development                                                      |
| GO:0007600 | 0.00809867 | 2.07377843 | 8.19351397 | 16 | 251 | sensory perception                                                                 |
| GO:0051963 | 0.00819058 | 5.70608641 | 0.81608705 | 4  | 25  | regulation of synapse assembly                                                     |
| GO:0060674 | 0.00819058 | 5.70608641 | 0.81608705 | 4  | 25  | placenta blood vessel development                                                  |
| GO:0045934 | 0.00825236 | 1.60633094 | 23.8623853 | 36 | 731 | negative regulation of nucleobase-containing compound metabolic process            |
| GO:0010629 | 0.00830547 | 1.61621966 | 23.0462983 | 35 | 706 | negative regulation of gene expression                                             |
| GO:0002576 | 0.0083121  | 4.41371898 | 1.2730958  | 5  | 39  | platelet degranulation                                                             |
| GO:0060688 | 0.0083121  | 4.41371898 | 1.2730958  | 5  | 39  | regulation of morphogenesis of a branching structure                               |
| GO:0051146 | 0.00849822 | 2.34707044 | 5.45146149 | 12 | 167 | striated muscle cell differentiation                                               |
| GO:0001934 | 0.00882758 | 1.80357514 | 13.5144015 | 23 | 414 | positive regulation of protein phosphorylation                                     |
| GO:0032409 | 0.00884976 | 3.242655   | 2.3503307  | 7  | 72  | regulation of transporter activity                                                 |
| GO:0052548 | 0.00905812 | 2.43080539 | 4.83123533 | 11 | 148 | regulation of endopeptidase activity                                               |
| GO:0010562 | 0.00912468 | 1.75295341 | 15.1139322 | 25 | 463 | positive regulation of phosphorus metabolic process                                |
| GO:0045937 | 0.00912468 | 1.75295341 | 15.1139322 | 25 | 463 | positive regulation of phosphate metabolic process                                 |
| GO:0001947 | 0.00925192 | 4.28713811 | 1.30573928 | 5  | 40  | heart looping                                                                      |
| GO:0007405 | 0.00925192 | 4.28713811 | 1.30573928 | 5  | 40  | neuroblast proliferation                                                           |
| GO:0034333 | 0.00925192 | 4.28713811 | 1.30573928 | 5  | 40  | adherens junction assembly                                                         |
| GO:0007268 | 0.00936332 | 1.74875769 | 15.1465756 | 25 | 464 | synaptic transmission                                                              |
| GO:0003197 | 0.00943587 | 5.4461168  | 0.84873053 | 4  | 26  | endocardial cushion development                                                    |
| GO:0007618 | 0.00943587 | 5.4461168  | 0.84873053 | 4  | 26  | mating                                                                             |
| GO:0018108 | 0.00949422 | 2.54059732 | 4.21100917 | 10 | 129 | peptidyl-tyrosine phosphorylation                                                  |
| GO:0051091 | 0.00949422 | 2.54059732 | 4.21100917 | 10 | 129 | positive regulation of sequence-specific DNA binding transcription factor activity |
| GO:0030111 | 0.00950495 | 2.41292066 | 4.86387881 | 11 | 149 | regulation of Wnt receptor signaling pathway                                       |
| GO:0051271 | 0.00956599 | 2.90612113 | 2.97055686 | 8  | 91  | negative regulation of cellular component movement                                 |
| GO:0021533 | 0.00959474 | 8.15211521 | 0.45700875 | 3  | 14  | cell differentiation in hindbrain                                                  |

|            |            |            |            |    |     |                                                            |
|------------|------------|------------|------------|----|-----|------------------------------------------------------------|
| GO:0045746 | 0.00959474 | 8.15211521 | 0.45700875 | 3  | 14  | negative regulation of Notch signaling pathway             |
| GO:0051150 | 0.00959474 | 8.15211521 | 0.45700875 | 3  | 14  | regulation of smooth muscle cell differentiation           |
| GO:0051491 | 0.00959474 | 8.15211521 | 0.45700875 | 3  | 14  | positive regulation of filopodium assembly                 |
| GO:0060479 | 0.00959474 | 8.15211521 | 0.45700875 | 3  | 14  | lung cell differentiation                                  |
| GO:0051172 | 0.00972006 | 1.5865339  | 24.1235332 | 36 | 739 | negative regulation of nitrogen compound metabolic process |
| GO:0060070 | 0.0099686  | 2.39529326 | 4.8965223  | 11 | 150 | canonical Wnt receptor signaling pathway                   |
| GO:0018212 | 0.00999797 | 2.51914414 | 4.24365266 | 10 | 130 | peptidyl-tyrosine modification                             |

# Supplementary material for: Integrative Analysis of DNA Methylation and Gene Expression Data Identifies EPAS1 as a Key Regulator of COPD
**Source:** PLoS Genet. 2015 Jan 8;11(1):e1004898. doi: 10.1371/journal.pgen.1004898
**Supplement:** S7 Table — GO enrichment analysis of the 318 genes that were hypermethylated and upregulated in COPD.

**STable 7. GO enrichment analysis of the 318 genes that were hypermethylated and upregulated in COPD**

| GOBPID     | Pvalue      | OddsRatio   | ExpCount    | Count | Size | Term                                                                |
|------------|-------------|-------------|-------------|-------|------|---------------------------------------------------------------------|
| GO:0006613 | 2.27E-13    | 11.01675297 | 2.459462343 | 20    | 87   | cotranslational protein targeting to membrane                       |
| GO:0006614 | 1.98E-12    | 10.42337095 | 2.431192661 | 19    | 86   | SRP-dependent cotranslational protein targeting to membrane         |
| GO:0045047 | 3.07E-12    | 10.11900554 | 2.487732025 | 19    | 88   | protein targeting to ER                                             |
| GO:0072599 | 3.80E-12    | 9.973344948 | 2.516001707 | 19    | 89   | establishment of protein localization to endoplasmic reticulum      |
| GO:0006612 | 2.17E-11    | 7.676026619 | 3.448901216 | 21    | 122  | protein targeting to membrane                                       |
| GO:0070972 | 2.31E-11    | 8.828342081 | 2.770428846 | 19    | 98   | protein localization to endoplasmic reticulum                       |
| GO:0006414 | 1.21E-09    | 8.54334987  | 2.374653296 | 16    | 84   | translational elongation                                            |
| GO:0006413 | 5.34E-09    | 6.499539023 | 3.36409217  | 18    | 119  | translational initiation                                            |
| GO:0006415 | 1.23E-08    | 8.555608076 | 2.063686793 | 14    | 73   | translational termination                                           |
| GO:0000184 | 4.30E-08    | 6.946923077 | 2.629080435 | 15    | 93   | nuclear-transcribed mRNA catabolic process, nonsense-mediated decay |
| GO:0072594 | 2.04E-07    | 4.708755047 | 4.692767229 | 19    | 166  | establishment of protein localization to organelle                  |
| GO:0006412 | 2.38E-07    | 3.310634813 | 10.03573715 | 29    | 355  | translation                                                         |
| GO:0006402 | 7.11E-07    | 4.771817954 | 4.127373587 | 17    | 146  | mRNA catabolic process                                              |
| GO:0043624 | 1.06E-06    | 5.246213592 | 3.335822488 | 15    | 118  | cellular protein complex disassembly                                |
| GO:0000956 | 1.32E-06    | 4.813386881 | 3.844676766 | 16    | 136  | nuclear-transcribed mRNA catabolic process                          |
| GO:0043241 | 1.63E-06    | 5.047850467 | 3.448901216 | 15    | 122  | protein complex disassembly                                         |
| GO:0019080 | 1.80E-06    | 5.000555556 | 3.477170898 | 15    | 123  | viral genome expression                                             |
| GO:0019083 | 1.80E-06    | 5.000555556 | 3.477170898 | 15    | 123  | viral transcription                                                 |
| GO:0032984 | 2.15E-06    | 4.618281124 | 3.986025176 | 16    | 141  | macromolecular complex disassembly                                  |
| GO:0006401 | 3.95E-06    | 4.150419573 | 4.664497546 | 17    | 165  | RNA catabolic process                                               |
| GO:0022411 | 9.00E-06    | 3.549262426 | 6.021442287 | 19    | 213  | cellular component disassembly                                      |
| GO:0019058 | 1.42E-05    | 3.917493102 | 4.607958182 | 16    | 163  | viral infectious cycle                                              |
| GO:0006605 | 2.79E-05    | 2.736714072 | 10.14881587 | 25    | 359  | protein targeting                                                   |
| GO:0016482 | 0.000109477 | 2.257121097 | 15.15254961 | 31    | 536  | cytoplasmic transport                                               |

|            |             |             |             |    |      |                                                      |
|------------|-------------|-------------|-------------|----|------|------------------------------------------------------|
| GO:0070167 | 0.000154079 | 7.034108527 | 1.187326648 | 7  | 42   | regulation of biomineral tissue development          |
| GO:0051924 | 0.000273677 | 4.74451959  | 2.14849584  | 9  | 76   | regulation of calcium ion transport                  |
| GO:0033365 | 0.000601131 | 2.283341658 | 10.94036697 | 23 | 387  | protein localization to organelle                    |
| GO:0030500 | 0.00071806  | 6.371358371 | 1.102517602 | 6  | 39   | regulation of bone mineralization                    |
| GO:0070838 | 0.000765851 | 3.225655767 | 4.070834222 | 12 | 144  | divalent metal ion transport                         |
| GO:0072511 | 0.000814388 | 3.201046093 | 4.099103904 | 12 | 145  | divalent inorganic cation transport                  |
| GO:0006812 | 0.000824123 | 2.225954401 | 11.19479411 | 23 | 396  | cation transport                                     |
| GO:0070169 | 0.000842396 | 7.943181818 | 0.763281417 | 5  | 27   | positive regulation of biomineral tissue development |
| GO:0050853 | 0.001110983 | 10.72325376 | 0.480584596 | 4  | 17   | B cell receptor signaling pathway                    |
| GO:0071702 | 0.001206757 | 1.644823086 | 37.65521656 | 56 | 1332 | organic substance transport                          |
| GO:0030001 | 0.001807182 | 2.260108581 | 9.046298272 | 19 | 320  | metal ion transport                                  |
| GO:0071695 | 0.001872645 | 6.468660969 | 0.904629827 | 5  | 32   | anatomical structure maturation                      |
| GO:0006816 | 0.001912828 | 3.038601132 | 3.929485812 | 11 | 139  | calcium ion transport                                |
| GO:0044703 | 0.002021778 | 1.97301431  | 14.19138041 | 26 | 502  | multi-organism reproductive process                  |
| GO:0006886 | 0.002048192 | 1.945068466 | 14.95466183 | 27 | 529  | intracellular protein transport                      |
| GO:0031214 | 0.002091977 | 4.30871753  | 1.809259654 | 7  | 64   | biomineral tissue development                        |
| GO:0001657 | 0.002144506 | 3.800609948 | 2.318113932 | 8  | 82   | ureteric bud development                             |
| GO:0016071 | 0.00215821  | 1.990434143 | 13.51290804 | 25 | 478  | mRNA metabolic process                               |
| GO:0010959 | 0.00249456  | 3.121985077 | 3.477170898 | 10 | 123  | regulation of metal ion transport                    |
| GO:0006811 | 0.002654561 | 1.861739692 | 16.76392148 | 29 | 593  | ion transport                                        |
| GO:0043277 | 0.003114433 | 13.02624046 | 0.310966503 | 3  | 11   | apoptotic cell clearance                             |
| GO:0030282 | 0.003299232 | 4.564210173 | 1.470023469 | 6  | 52   | bone mineralization                                  |
| GO:0030198 | 0.003528687 | 2.962596803 | 3.646788991 | 10 | 129  | extracellular matrix organization                    |
| GO:0042596 | 0.003617617 | 7.332123412 | 0.650202688 | 4  | 23   | fear response                                        |
| GO:0043062 | 0.003730063 | 2.937581699 | 3.675058673 | 10 | 130  | extracellular structure organization                 |
| GO:0002548 | 0.004066455 | 11.57760814 | 0.339236185 | 3  | 12   | monocyte chemotaxis                                  |
| GO:0022415 | 0.004360413 | 1.993433926 | 11.25133348 | 21 | 398  | viral reproductive process                           |
| GO:0051704 | 0.004621895 | 1.669460206 | 23.85961169 | 37 | 844  | multi-organism process                               |

|            |             |             |             |    |     |                                               |
|------------|-------------|-------------|-------------|----|-----|-----------------------------------------------|
| GO:0030278 | 0.004639535 | 3.044057993 | 3.194474077 | 9  | 113 | regulation of ossification                    |
| GO:0006364 | 0.004774212 | 3.661575842 | 2.091956475 | 7  | 74  | rRNA processing                               |
| GO:0046907 | 0.004866248 | 1.642568824 | 25.5840623  | 39 | 905 | intracellular transport                       |
| GO:0030199 | 0.004944254 | 6.632366357 | 0.706742052 | 4  | 25  | collagen fibril organization                  |
| GO:0009057 | 0.005118834 | 1.750936651 | 18.34702368 | 30 | 649 | macromolecule catabolic process               |
| GO:0002063 | 0.005176911 | 10.41870229 | 0.367505867 | 3  | 13  | chondrocyte development                       |
| GO:0045684 | 0.005176911 | 10.41870229 | 0.367505867 | 3  | 13  | positive regulation of epidermis development  |
| GO:0044265 | 0.005375787 | 1.819106849 | 15.26562833 | 26 | 540 | cellular macromolecule catabolic process      |
| GO:0033555 | 0.005669488 | 4.846688034 | 1.159056966 | 5  | 41  | multicellular organismal response to stress   |
| GO:0071300 | 0.005669488 | 4.846688034 | 1.159056966 | 5  | 41  | cellular response to retinoic acid            |
| GO:0030501 | 0.005715495 | 6.330198537 | 0.735011735 | 4  | 26  | positive regulation of bone mineralization    |
| GO:0048610 | 0.005776492 | 1.939700089 | 11.5340303  | 21 | 408 | cellular process involved in reproduction     |
| GO:0071822 | 0.005898779 | 1.687810491 | 20.94783444 | 33 | 741 | protein complex subunit organization          |
| GO:0030217 | 0.00605524  | 3.15481135  | 2.742159164 | 8  | 97  | T cell differentiation                        |
| GO:0051953 | 0.006452537 | 9.470506593 | 0.395775549 | 3  | 14  | negative regulation of amine transport        |
| GO:0006446 | 0.006957312 | 4.590587045 | 1.21559633  | 5  | 43  | regulation of translational initiation        |
| GO:0016072 | 0.007307748 | 3.358394393 | 2.261574568 | 7  | 80  | rRNA metabolic process                        |
| GO:0034754 | 0.007672259 | 4.472386588 | 1.243866012 | 5  | 44  | cellular hormone metabolic process            |
| GO:0010466 | 0.007884193 | 3.745035852 | 1.75272029  | 6  | 62  | negative regulation of peptidase activity     |
| GO:0010951 | 0.007884193 | 3.745035852 | 1.75272029  | 6  | 62  | negative regulation of endopeptidase activity |
| GO:0019748 | 0.00789911  | 8.680343511 | 0.424045231 | 3  | 15  | secondary metabolic process                   |
| GO:0048534 | 0.007994187 | 1.944432763 | 10.37497333 | 19 | 367 | hematopoietic or lymphoid organ development   |
| GO:0001558 | 0.008954185 | 2.326456153 | 5.484318327 | 12 | 194 | regulation of cell growth                     |
| GO:0030097 | 0.00901141  | 1.95713702  | 9.753040324 | 18 | 345 | hemopoiesis                                   |
| GO:0015031 | 0.009436495 | 1.585018249 | 24.96212929 | 37 | 883 | protein transport                             |
| GO:0022613 | 0.009557908 | 2.406905659 | 4.862385321 | 11 | 172 | ribonucleoprotein complex biogenesis          |
| GO:0048608 | 0.009673559 | 2.300653033 | 5.540857691 | 12 | 196 | reproductive structure development            |
| GO:0061458 | 0.009673559 | 2.300653033 | 5.540857691 | 12 | 196 | reproductive system development               |

# Supplementary material for: Integrative Analysis of DNA Methylation and Gene Expression Data Identifies EPAS1 as a Key Regulator of COPD
**Source:** PLoS Genet. 2015 Jan 8;11(1):e1004898. doi: 10.1371/journal.pgen.1004898
**Supplement:** S8 Table — 67 key regulators in CTRL lung tissues that regulated a large number of downstream genes.

**STable 8. 67 key regulators in CTRL lung tissues that regulated a large number of downstream genes.**

# Supplementary material for: Integrative Analysis of DNA Methylation and Gene Expression Data Identifies EPAS1 as a Key Regulator of COPD
**Source:** PLoS Genet. 2015 Jan 8;11(1):e1004898. doi: 10.1371/journal.pgen.1004898
**Supplement:** S9 Table — 126 key regulators in COPD lung tissues that regulated a large number of downstream genes.

**STable 9. 126 key regulators in COPD lung tissues that regulated a large number of downstream genes.**

# Supplementary material for: Integrative Analysis of DNA Methylation and Gene Expression Data Identifies EPAS1 as a Key Regulator of COPD
**Source:** PLoS Genet. 2015 Jan 8;11(1):e1004898. doi: 10.1371/journal.pgen.1004898
**Supplement:** S10 Table — Correlation between key regulators' methylation levels in promoter regions in COPD lung tissues and COPD severity Traits.

**Table 10. Correlation between key regulators' methylation levels in promoter regions in COPD lung tissues and COPD severity traits**

# Supplementary material for: Integrative Analysis of DNA Methylation and Gene Expression Data Identifies EPAS1 as a Key Regulator of COPD
**Source:** PLoS Genet. 2015 Jan 8;11(1):e1004898. doi: 10.1371/journal.pgen.1004898
**Supplement:** S12 Table — Overlap between downstream genes of key regulators in COPD lung tissues and COPD emphysema signature in mouse.

**STable 12. Overlap between downstream genes of key regulators in COPD lung tissues and COPD emphysema signature in mouse**

# Supplementary material for: Integrative Analysis of DNA Methylation and Gene Expression Data Identifies EPAS1 as a Key Regulator of COPD
**Source:** PLoS Genet. 2015 Jan 8;11(1):e1004898. doi: 10.1371/journal.pgen.1004898
**Supplement:** S13 Table — GO enrichment analysis of EPAS1 downstream genes in COPD.

**STable 13. GO enrichment analysis of *EPAS1* downstream genes in COPD**

# Supplementary material for: Integrative Analysis of DNA Methylation and Gene Expression Data Identifies EPAS1 as a Key Regulator of COPD
**Source:** PLoS Genet. 2015 Jan 8;11(1):e1004898. doi: 10.1371/journal.pgen.1004898
**Supplement:** S14 Table — Matched methylation and gene expression profile pairs identified by MODMatcher.

**STable 14. Matched methylation and gene expression profile pairs identified by MODMatcher**

# Supplementary material for: Integrative Analysis of DNA Methylation and Gene Expression Data Identifies EPAS1 as a Key Regulator of COPD
**Source:** PLoS Genet. 2015 Jan 8;11(1):e1004898. doi: 10.1371/journal.pgen.1004898
**Supplement:** S15 Table — GO enrichment analysis of the 306 genes in the upper left corner of S9A Fig.

**STable 15. GO enrichment analysis of the 306 genes in the upper left corner of Supplementary Figure 9A**

How the deposited data were processed for this re-analysis (not part of the article)

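RNA sequencing of 12 libraries was analysed: HUVEC and the mouse endothelial line C166, each with 3 libraries after a non-targeting control siRNA and 3 after an siRNA against EPAS1 (5 nM, 48 hours). HUVEC are primary cells from donors, so genes of the Y chromosome and XIST and TSIX were left out of the values reported per gene. Counts, adjustments and tests over all HUVEC genes were made without removing them. The methylation, microarray, mouse smoking, immunohistochemistry and qPCR experiments of the study were not analysed here.

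The authors deposited FPKM values, made by aligning single reads of 100 nt to hg19 and mm10 with Tophat and quantifying genes with Cufflinks; the text does not name the versions, the annotation or a filter. The tables held 1 column per library, and no column matched no sample. FPKM is scaled to the mapped reads of a library and the length of a gene, so no count model was used. FPKM of short genes rests on few possible read positions: genes under 300 nt had a residual SD many times that of longer genes of the same level, and large changes of such genes are reported with this limit. A transcript that shares reads with a near copy (pseudogenes, paralogs) can gain or lose FPKM by the way Cufflinks divides such reads.

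No library total was stored with the FPKM values. The number of mapped reads was estimated from low values (under 0.05 FPKM) on transcripts of at least 1500 nt, where whole reads give regular steps, with fragments assumed to be 200 bases long. The estimates ran from 32700000 to 42600000 reads in HUVEC and from 34900000 to 56300000 in C166. In HUVEC the EPAS1 siRNA libraries of replicates 2 and 3 had more reads than the control libraries. No 2 libraries were copies of each other: at most 0.280% of the tested genes had identical values in any pair of HUVEC libraries.

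Values were analysed in R 4.3.3 with limma 3.58.1, and figures were drawn with matplotlib 3.10.9. Within each cell type, log2(FPKM + 1) of genes with a mean FPKM of at least 1 was fitted with lmFit and eBayes (with a trend of variance on level), with the siRNA and the replicate number as terms, since the study compared pairs. P-values were two-sided and adjusted by the Benjamini-Hochberg method over the genes tested. The signature was also counted at the study's unadjusted p-value of 0.05. Overlap between cell types was tested with a one-sided Fisher's exact test over genes tested in both, paired by symbol ignoring case. Storey's q-value was computed with the smoothed estimate of the share of unchanged genes.

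5 gene lists (hypoxia, endothelial, interferon and cell cycle genes, and the 126 key regulators of the study's S9 Table) were tested in both cell types with camera (preset correlation of 0.01), adjusted over the 10 tests, with fry as an alternative that presets no correlation. A contractile list of 30 genes was written after the largest changes had been seen, without the genes already seen to rise, and its tests are hypotheses.

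The genes named in the text were chosen by a rule: genes the paper names in its main text, the 3 largest rises and 3 largest falls in each cell type past the adjusted cutoff with the same sign in all pairs, the 5 largest changes shared by both, and the 2 largest changes of each list. A gene that this rule selects is not reported here. Genes of the first kind that were not past the cutoff are given as a count, apart from VEGFA and those whose direction changed with an alternative. Positions come from GENCODE annotations on GRCh37 and GRCm38; 82.5% of the HUVEC symbols and 98.3% of the C166 symbols matched. The length and GC content of 87.9% and 99.1% of the tested genes were known.

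The procedure was tested on simulated values with the residual spread of the real libraries. The replicate effects were kept as fitted, and the noise was independent between genes. The simulation therefore cannot tell whether the pairing holds in the real libraries. With 200 genes changed by 1 on the log2 scale, 76.5% were recovered among 11343 genes in HUVEC and 78% among 10964 in C166, with 2.55% and 4.29% of the calls false. With no gene changed, 0 were past the adjusted cutoff and 5.35% and 5.72% of the genes had an unadjusted p-value under 0.05.

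The lists, the tests and 13 alternatives were set before the data were examined: another pseudocount (0.1), no filter or a mean FPKM of at least 5, quantile normalization or median-ratio scaling between libraries, no replicate block, the study's paired test on log2(FPKM + 1) or on FPKM, each replicate number left out in turn, fry, and the adjusted cutoff for the overlap. 2 more were added after the data had been seen: a paired test on log2(FPKM) without a pseudocount, and every symbol of both tables as the background of the overlap. The fits were also repeated for the 10 ways to split the 6 libraries of a cell type into groups of 3.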

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

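The tests of scaling, gene length and GC content in this part were chosen after the results had been seen. The 10 splits of 6 libraries cannot give a share under 0.1, and 6 of them part only 1 of the pairs, which puts them at a disadvantage in a fit with the replicate block.

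Genes of the cell cycle list, which the paper does not discuss in these cells, were lower after Epas1 knockdown in C166. All 25 listed genes were lower, with a median log2 fold change of -0.64 (adjusted p = 5.6e-11 from limma's camera; 0.0175 with fry). 20 of them were past the adjusted cutoff over all genes and 22 when adjusted over the list alone. The largest falls were those of Top2a (-0.99, standard error 0.08) and Rrm2 (-0.97, standard error 0.07). The median was -0.62 under median-ratio scaling, -0.61 under quantile normalization and -0.60 after a trend on gene length and GC content had been removed from each library, which argues against scaling, length and GC content as the cause. Only the real split, 1 of the 10 splits of the 6 libraries, gave as small a p-value for this list. For COPD lung tissue the paper names cell division among the processes enriched in its predicted EPAS1 downstream genes. A slower cell cycle after loss of Epas1 is a candidate explanation. An effect of the siRNA on other transcripts was not tested, since the paper names a single siRNA for each species. Whether cell density or the transfection differed between the groups was not tested either.

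In HUVEC the 25 genes of the cell cycle list were also all lower, with a median of -0.25 (adjusted p = 0.00962 from camera), but the evidence was weak. The adjusted p was 0.451 with fry and 0.207 without the replicate block, and without replicate 1 the median was -0.0434. 6 of the 10 splits of the libraries gave as small a camera p-value. 2 genes were past the adjusted cutoff over all genes, and 1 when adjusted over the list alone. PCNA had the largest fall (-1.19, standard error 0.17) and KIF11 the next (-0.53, adjusted p = 0.0998), and KIF11 was at 7.85 FPKM in control replicate 1 against 2.86 and 1.94 in the others. Scaling, with a median of -0.19 under median-ratio scaling, and length and GC content, with -0.20 after correction, do not account for the lower median. Whether it comes from the knockdown or from differences between the libraries of a replicate number stays open. That the effect is larger in C166 than in HUVEC was not tested.

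TGFBR2, a receptor of TGF-beta, was lower in all 3 HUVEC pairs (log2 fold change -0.99, standard error 0.11, adjusted p = 0.00933) and higher in all 3 C166 pairs (0.39, standard error 0.08, adjusted p = 0.0138). Without replicate 2 neither was past the adjusted cutoff (-0.98 in HUVEC, adjusted p = 0.130, and 0.43 in C166, adjusted p = 0.0781). That of HUVEC was also not past it without the replicate block (adjusted p = 0.0693) or with no filter on low values (adjusted p = 0.0752). The difference between the cell types was not tested. Scaling between libraries does not explain the opposite directions: over median-ratio scaling and quantile normalization, the lowest value in C166 was 0.41 and the highest in HUVEC was -0.92. The cell types differ in species, in origin and in the siRNA used, and none of these was tested.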

How the results depend on the processing

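Of the named genes other than EPAS1 and VEGFA, 77 values were recomputed in 901 combinations with an alternative: 702 kept their direction and their side of the adjusted cutoff, 167 kept the direction and lost the cutoff, 7 kept the direction and passed it, and 25 changed direction. All 25 were of genes that the paper names, that had a log2 fold change near 0 and that were past the adjusted cutoff neither before nor after the change.

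In HUVEC these were ACVRL1 (0.0259), -0.0114 under quantile normalization and -0.0199 to 0.0903 with a replicate number left out; CDK5RAP1 (-0.0592), 0.0239 under quantile normalization; EP300 (0.00292), -0.0456 to 0.0556 with a replicate number left out; FOXK2 (0.00408), -0.00201 to 0.0156; and SELO (0.00332), -0.140 to 0.145. PKDCC (-0.00103) was 0.0872 under quantile normalization, 0.0394 under median-ratio scaling, 0.00486 FPKM higher in the paired test on FPKM and -0.0132 to 0.0180 with a replicate number left out. WDR90 (-0.00437) was 0.0859, 0.0372, 0.0121 FPKM higher and -0.175 to 0.101 in the same order. In C166, Cdk5rap1 (-0.00937) was 0.0200 under quantile normalization, 0.00784 under median-ratio scaling and -0.0334 to 0.0346 with a replicate number left out. The other C166 genes changed direction only with a replicate number left out: Acsf3 (0.0709) ranged from -0.0139 to 0.140, Foxk2 (0.0136) from -0.00622 to 0.0280, Gak (0.0278) from -0.0317 to 0.0771, Heatr2 (0.00980) from -0.0380 to 0.0503 and Numb (0.00720) from -0.0240 to 0.0429.

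EPAS1 was lower under every alternative, in both cell types. It was past the adjusted cutoff in each limma fit in which it was tested; Epas1 in C166 and VEGFA in HUVEC had a mean FPKM under 5 and were not tested at that limit. Under the paired tests per gene, in which no gene passed the adjusted cutoff, the adjusted p of EPAS1 in HUVEC was 0.267 on log2(FPKM + 1) (log2 fold change -4.24) and 0.331 on FPKM (a mean difference of -139 FPKM), and that of Epas1 in C166 was 0.158 (-2.10) and 0.134 (-6.51 FPKM). Vegfa in C166 had an adjusted p of 0.159 (-0.85) and 0.198 (-20.6 FPKM). On log2(FPKM) without a pseudocount, a setting chosen after seeing the data, the values were -4.43 (adjusted p = 0.232), -3.01 (0.154) and -0.87 (0.137). The lower number of degrees of freedom per gene is part of the construction of these tests. VEGFA in HUVEC was lower and not past the adjusted cutoff under any alternative in which it was tested.

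The replicate numbers are shared by both groups, and the study used a paired test. Same-numbered libraries deviated from their group means together in some pairs only: the correlation across genes was 0.54, 0.01 and 0.39 in HUVEC and 0.25, 0.17 and 0.02 in C166 for replicates 1, 2 and 3. Between control and siRNA libraries with different numbers it ran from -0.53 to 0.24 in HUVEC and from -0.21 to 0.11 in C166. The highest of these was above the value of replicate 2 in HUVEC and of replicate 3 in C166. Without the replicate block, 1770 HUVEC genes had an unadjusted p-value under 0.05 in place of 4102, and 32 had an adjusted p under 0.05 in place of 1760; 614 genes were shared in place of 1513, and 62.2% of them changed in the same direction in place of 66.0%. The median of the HUVEC cell cycle list stayed at -0.25 but was not past the cutoff. In C166 the numbers without the block, 4725 and 3308, were within 1.5 times those with it. EPAS1 and VEGFA kept their side of the adjusted cutoff in both cell types, but VEGFA in HUVEC was no longer past the unadjusted one (p-value of 0.291 in place of 0.0334).

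Leaving out each replicate number in turn gave from 2246 to 3878 HUVEC genes at an unadjusted p-value under 0.05 and from 27 to 1474 at the adjusted cutoff, the lowest in both without replicate 2; 1023 were past the adjusted cutoff without replicate 1. In C166 the ranges were 3078 to 4876 and 983 to 3488, again lowest without replicate 2. Shared genes ranged from 530 to 1382 and the share in the same direction from 61.9% to 69.8%. The median of the HUVEC cell cycle list ranged from -0.41 to -0.0434, and was not past the cutoff without replicate 1. With fry in place of camera, it was not past the cutoff either, at -0.25 (adjusted p = 0.451).

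With no filter on low values, 27 HUVEC genes were past the adjusted cutoff in place of 1760, and 63.4% of the shared genes changed in the same direction. Apart from the fits with fewer libraries and the paired tests with fewer degrees of freedom, the cause was not tested for these changes or for those of the lists and genes. The study's paired test on FPKM gave 2643 HUVEC genes at an unadjusted p-value under 0.05. No gene, 0 in each cell type, was past the adjusted cutoff under any of the paired tests, against 2853 genes in HUVEC and 3869 in C166 at an unadjusted p-value under 0.05 on log2(FPKM + 1), 2643 and 3750 on FPKM, and 2811 and 3753 on log2(FPKM). The paired tests were not run for the gene lists. The shared genes numbered 681 with the paired test on log2(FPKM + 1), 605 with that on FPKM, 674 with that on log2(FPKM) without a pseudocount and 497 at the adjusted cutoff. In HUVEC 43.0% of the genes past the adjusted cutoff were higher, against 56.6% under quantile normalization and 65.9% under median-ratio scaling; in C166 the share was 45.5%, 50.6% and 50.6%.

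Lists with a median near 0 that were not past the cutoff changed sign under some alternatives, and none of these was past it. The HUVEC interferon list went from -0.07 to 0.0105 with a mean FPKM of at least 5, and from -0.19 to 0.00734 over the fits that left out a replicate number. The HUVEC COPD key regulator list went from -0.02 to 0.0430 under median-ratio scaling, and that of C166 from 0.01 to values between -0.0106 and 0.0427 with a replicate number left out. The C166 endothelial list, of which 3 genes were tested, went from -0.04 to 0.00293 with no filter, 0.55 with a mean FPKM of at least 5 and 0.00392 under quantile normalization, and from -0.0995 to 0.0478 with a replicate number left out.

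Epas1 in C166 had a low FPKM, and the size of its change depended on the pseudocount: -2.10 with a pseudocount of 1 and -2.87 with 0.1.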

Differences from the paper's values

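The paper's p-value for EPAS1 in HUVEC is 0.002, and limma gave 1.6e-08. Of the alternatives set before the data were examined, only the paired test on log2(FPKM + 1) came within 1.5 times, at 0.00154; the others did not. For Epas1 in C166 the paper's p-value is 0.02 and limma gave 1.6e-06; none of the alternatives set before the data were examined closed the gap. For Vegfa in C166 the paper's p-value is 0.01 and limma gave 2.1e-05; only the paired test on log2(FPKM + 1) came close, at 0.00970. On log2(FPKM) without a pseudocount, over genes above 0 in all 6 libraries, the paired test gave 0.00153 for EPAS1 in HUVEC, 0.0186 for Epas1 and 0.00923 for Vegfa in C166; this setting was chosen after seeing the values, out of several pseudocounts, paired and unpaired tests and ways to treat repeated symbols that were tried.

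The paper gives 695 genes in common to both signatures, and 1513 were found here. Settings within 1.5 times the paper's number were the fit without the replicate block (614), the paired tests on log2(FPKM + 1) (681) and on FPKM (605), the fits without replicate 2 (530) and the adjusted cutoff (497); the other alternatives set before the data were examined were not. The setting chosen after seeing the values gave 674. The paper's p-value for the overlap is 7.2e-65, and the one found here was 3.1e-09; none of the alternatives set before the data were examined closed the gap. With every symbol of both tables as the background, chosen after seeing the values, it was 1.2e-103 for the same 1513 genes, and 3.8e-22 for the 674 genes of the paired test on log2(FPKM), against 0.00568 for the same 674 genes with the genes tested in both as the background (626 expected).

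The paper's q-values at the cutoff are 0.11 in HUVEC and 0.07 in C166, and those found here were 0.0570 and 0.0377. Values within 1.5 times the paper's came with no filter on low values (0.0966 and 0.0668), the paired tests on log2(FPKM + 1) (0.139 and 0.0822) and on FPKM (0.142 and 0.0819), and the fits without replicate 1 (0.0778 and 0.0512) and without replicate 2 (0.142 and 0.0939). The other alternatives set before the data were examined did not close the gap. The setting chosen after seeing the values gave 0.111 and 0.0701, with 2811 and 3753 genes at the cutoff against the paper's 2796 and 3730.

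By qPCR the paper gives 1.4% for HUVEC and 3.2% for C166 as the efficiency of the knockdown, read here as the share of EPAS1 that remained. In the sequencing libraries 4.60% remained in HUVEC (SD 0.961 over 3 pairs) and 13.6% in C166 (SD 6.44). The assays differ. None of the alternatives set before the data were examined that were run for this share closed the gap: it was 4.83% and 13.8% under median-ratio scaling, 4.67% and 13.3% under quantile normalization, and 4.18% to 5.16% and 10.2% to 16.4% with a replicate number left out. The other alternatives do not enter a ratio of mean FPKM.

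The paper counts VEGFA among the signature genes of the human cells. It was past the unadjusted cutoff here (p-value of 0.0334), but not without the replicate block (0.291), under quantile normalization (0.152), median-ratio scaling (0.0910) or no filter (0.0546), or with any replicate number left out (0.0659 to 0.128). It was past it with a pseudocount of 0.1 (0.0293) and with the paired tests on log2(FPKM + 1) (0.0274) and on FPKM (0.0490), and with that on log2(FPKM), chosen after seeing the values (0.0250).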

Other observations

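The tests of contractile genes, of short RNAs, of the background of the overlap and of the HUVEC fit without the block were chosen after the results had been seen.

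The real grouping of the libraries stood alone for the size of the signatures: 1 of the 10 splits of the 6 libraries, the real one, gave as many genes at an unadjusted p-value under 0.05, and 1 of 10 at the adjusted cutoff, in HUVEC and in C166. Without the replicate block it was again 1 of 10 splits for both numbers in C166 and for the adjusted cutoff in HUVEC, but 2 of 10 splits for the unadjusted cutoff in HUVEC: the split that set control replicates 1 and 2 and EPAS1 siRNA replicate 1 against the rest gave 2864 genes, more than the 1770 of the real split. A grouping of HUVEC libraries that mixes the siRNAs thus gave more genes at this cutoff than the siRNA groups did.

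Few HUVEC genes were past the adjusted cutoff without the replicate block, and a trend of the library on gene length and GC content may be part of the reason. Over the 10029 genes with a known length, removing that trend raised the number from 27 to 93. With the block the number after correction was 1527, so length and GC content are not the whole cause. What else differs between replicate numbers was not tested.

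More abundant genes are easier to call in both cell types, which could make the human and mouse signatures overlap without a shared response. Within 25 strata of mean FPKM in both cell types, 1388 shared genes were expected against 1513 observed, and the highest of 10000 permutations within strata was 1463 (permutation p = 0.0001, the smallest they can give), which argues against abundance as the whole cause. The p-value of the overlap depends on the genes taken as the background: over all 15482 symbols of both tables, which include genes silent in these cells, it was 1.2e-103 with 992 shared genes expected, for the same 1513 shared genes. Of the 16 combinations of splits that part all pairs, 1, the real one, gave as many shared genes, and 9 of 16 gave a share of shared genes changed one way as large as the real 66.0%. The other 8 of these had at most 5 shared genes, and the 3 regrouped combinations with 20 or more gave 50% to 65.2%, so whether the share stands apart with the block is left open. Without the replicate block 2 of 100 combinations of splits gave as many shared genes, and 61 of 100 gave a share changed one way as large as the 62.2% of the real grouping there. Combinations with few shared genes reach a large share easily, but 1 with 1070 shared genes, more than the real 614, gave 82.9%. That combination kept the real C166 groups and regrouped HUVEC only, since no other C166 split gave more than 687 genes at the unadjusted cutoff. A regrouped split still holds part of the treatment effect, since 2 libraries of each siRNA stay together. The share of a regrouped combination also counts whichever direction was more frequent. Without the block the real share did not stand apart, but these combinations cannot tell whether the direction follows the treatment.

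Short RNAs were among the largest changes. SNORA44 (snoRNA, 108 nt) was listed at 0 in all HUVEC control libraries and at 30.1, 38.0 and 14.0 FPKM after the EPAS1 siRNA. SNORD15A (snoRNA, 148 nt) was at 6.57, 14.6 and 7.21 FPKM in the HUVEC control libraries and listed at 0 after it. In C166, Gm12238 (124 nt) was at 25.4, 26.3 and 33.2 FPKM in the control libraries and listed at 0 after the Epas1 siRNA. Genes under 300 nt made up 18 of the 20 largest fold changes in HUVEC and 14 of 20 in C166, but 1.09% and 0.454% of the genes with a known length. Their residual SD was 16.8 times that of longer genes of the same mean FPKM in HUVEC and 17.7 times in C166, so short gene length may account for these changes. In HUVEC, RPL21, a ribosomal protein gene with many pseudogenes, was at 0.00938 FPKM in control replicate 1 and at 19.5 and 9.93 in the other control libraries. Its log2 fold change was 2.60 (adjusted p = 0.0283), and 1.79 without replicate 1 (adjusted p = 0.00696), so it does not rest on that library alone. It was not past the adjusted cutoff without replicate 2 (3.31, adjusted p = 0.101) or without the replicate block (adjusted p = 0.343). Nor was it with a pseudocount of 0.1 (3.69, adjusted p = 0.0553) or with no filter on low values (adjusted p = 0.106). Reads shared with its pseudogenes were not tested.

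Other large changes were the rise of MET in HUVEC, from 5.97 ± 0.763 to 26.6 ± 3.69 FPKM (SD, n = 3; log2 fold change 1.98, standard error 0.07, adjusted p = 0.000325), and the fall of C3orf58 there (log2 fold change -1.43, adjusted p = 0.00308). In C166, Mt2 rose from 1.61 ± 0.870 to 30.1 ± 15.4 FPKM (SD, n = 3; log2 fold change 3.49), Itga7 from 2.80 ± 0.823 to 21.4 ± 8.21 FPKM (SD, n = 3; 2.52) and 8430408G22Rik by 2.31 on the log2 scale, while H19 fell from 73.0 ± 34.4 to 15.9 ± 6.55 FPKM (SD, n = 3; -2.10). The adjusted p of these C166 genes was at most 0.00451. No explanation was tested.

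A hypothesis was that genes of the contractile apparatus rise after the knockdown, since TAGLN and WDR1 were among the largest shared rises. A list of 30 other contractile genes was written and then tested. In C166 all 28 tested were higher, with a median log2 fold change of 0.54 (adjusted p over the 2 cell types of 2.5e-13 with camera and 0.0266 with fry), and 1 of 10 splits, the real one, gave as small a p-value. In HUVEC 21 of 29 were higher, with a median of 0.23 (adjusted p of 1.5e-06 with camera and 0.0278 with fry), but 4 of 10 splits gave as small a p-value. The median was 0.56 in C166 and 0.30 in HUVEC under median-ratio scaling, 0.50 and 0.18 under quantile normalization (where 26 of 28 and 20 of 29 were higher), and 0.49 and 0.23 after removal of a trend on length and GC content, which argues against scaling, length and GC content as the cause. The values are consistent with a rise of contractile genes in C166 after Epas1 knockdown, and leave it open in HUVEC. Whether cell density or the transfection differed between groups was not tested.

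The other lists were not past the adjusted cutoff. These tests ask whether a list shifts in 1 direction, so a list whose genes change both ways can miss it. The paper's hypoxia result is an overlap without regard to direction, with another set of genes, and was not tested here. The hypoxia list had a median log2 fold change of 0.07 in HUVEC (adjusted p = 0.311, 14 of 31 genes lower) and 0.06 in C166 (0.225, 11 of 32 lower), with 10 and 12 genes past the adjusted cutoff over all genes and 13 in each when adjusted over the list alone; 5 of 10 splits in HUVEC and 4 of 10 in C166 gave as small a p-value for it. Its genes went both ways: WSB1 rose by 0.72 and HK2 fell by 0.68 in HUVEC, and Adm rose by 1.81 in C166. The endothelial list had a median of -0.11 in HUVEC (adjusted p = 0.755, 9 of 16 lower, 4 past the cutoff and 9 when adjusted over the list alone, 6 of 10 splits), where the largest falls were those of DLL4 (-0.48, adjusted p = 0.0613) and NOS3 (-0.47, adjusted p = 0.0211). In C166 only 3 of its 16 genes had a mean FPKM of at least 1, with a median of -0.04 (adjusted p = 0.782, 8 of 10 splits); Flt1 rose by 1.13 and Kdr fell by 0.63, and 2 were past the cutoff, also when adjusted over the list alone. Both groups received an siRNA, so the interferon list could show only a difference between the 2 siRNAs, not a response common to both. The interferon list had a median of -0.07 in HUVEC (adjusted p = 0.755, 12 of 20 lower, 0 past the cutoff and 0 when adjusted over the list alone, against 6 at an unadjusted p-value under 0.05, 10 of 10 splits), IFIT3 (-0.48) and IFIT1 (-0.45) changing most. In C166 its median was 0.07 (adjusted p = 0.225, 4 of 11 lower, 4 past the cutoff and 5 when adjusted over the list alone, 3 of 10 splits), with a rise of Bst2 by 0.75 and a fall of Cxcl10 by 0.61. The 126 COPD key regulators of the study's S9 Table, of which 109 were tested in HUVEC and 96 in C166, had medians of -0.02 (adjusted p = 0.915, 58 lower, 10 of 10 splits) and 0.01 (adjusted p = 0.556, 43 lower, 6 of 10 splits), with 20 and 24 past the cutoff, the same numbers as when adjusted over the list alone. EPAS1 itself is one of them, and apart from it HIST1H2BG in HUVEC (0.73) and Efna3 in C166 (0.85) changed most. None of these lists was past the adjusted cutoff with fry, where the lowest adjusted p was 0.0800, for the hypoxia list in C166.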
